# NKL homeobox gene activities in hematopoietic stem cells, T-cell development and T-cell leukemia

**DOI:** 10.1371/journal.pone.0171164

**Published:** 2017-02-02

**Authors:** Stefan Nagel, Claudia Pommerenke, Michaela Scherr, Corinna Meyer, Maren Kaufmann, Karin Battmer, Roderick A. F. MacLeod, Hans G. Drexler

## Abstract

T-cell acute lymphoblastic leukemia (T-ALL) cells represent developmentally arrested T-cell progenitors, subsets of which aberrantly express homeobox genes of the NKL subclass, including TLX1, TLX3, NKX2-1, NKX2-5, NKX3-1 and MSX1. Here, we analyzed the transcriptional landscape of all 48 members of the NKL homeobox gene subclass in CD34+ hematopoietic stem and progenitor cells (HSPCs) and during lymphopoiesis, identifying activities of nine particular genes. Four of these were expressed in HSPCs (HHEX, HLX1, NKX2-3 and NKX3-1) and three in common lymphoid progenitors (HHEX, HLX1 and MSX1). Interestingly, our data indicated downregulation of NKL homeobox gene transcripts in late progenitors and mature T-cells, a phenomenon which might explain the oncogenic impact of this group of genes in T-ALL. Using MSX1-expressing T-ALL cell lines as models, we showed that HHEX activates while HLX1, NKX2-3 and NKX3-1 repress MSX1 transcription, demonstrating the mutual regulation and differential activities of these homeobox genes. Analysis of a public T-ALL expression profiling data set comprising 117 patient samples identified 20 aberrantly activated members of the NKL subclass, extending the number of known NKL homeobox oncogene candidates. While 7/20 genes were also active during hematopoiesis, the remaining 13 showed ectopic expression. Finally, comparative analyses of T-ALL patient and cell line profiling data of NKL-positive and NKL-negative samples indicated absence of shared target genes but instead highlighted deregulation of apoptosis as common oncogenic effect. Taken together, we present a comprehensive survey of NKL homeobox genes in early hematopoiesis, T-cell development and T-ALL, showing that these genes generate an NKL-code for the diverse stages of lymphoid development which might be fundamental for regular differentiation.

## Introduction

The source of the human blood system is located in the bone marrow where hematopoietic stem and progenitor cells (HSPC) generate progenitors of both the myeloid and lymphoid lineages. The common lymphoid progenitors (CLP) differentiate into T-cells, B-cells or NK-cells. The subsequent T-cell development begins with the early T-cell progenitors (ETP) which migrate into the thymus where their terminal differentiation proceeds toward mature CD4+ and CD8+ T-cells. Stages of developing thymocytes are classified according to their surface marker expression, whether double negative (DN: CD4-, CD8-), double positive (DP: CD4+, CD8+), or single positive (SP4: CD4+, SP8: CD8+) [1]. Major T-cell signalling pathways include NOTCH, T-cell receptor (TCR), and MAPK. These pathways govern differentiation and selection processes which are important for the generation of functional non-autoimmune T-cells, triggering apoptosis in disqualified cells [1,2]. Bone morphogenic protein (BMP) signalling represents an additional pathway which regulates the development of early T-cells [3,4]. Generally, transcriptional regulation plays a prominent role for T-cell development [5].

T-cell acute lymphoblastic leukemia (T-ALL) is a rare malignancy of the hematopoietic system showing a peak incidence in children. The malignant cells represent developmentally arrested thymocytes which keep on proliferating having escaped apoptotic selection. Major T-ALL oncogenes encode aberrantly expressed transcription factors (TFs) which are normally restricted to early hematopoiesis where they regulate developmental processes, including LMO2, TAL1 and LYL1 [6,7]. Homeobox genes TLX1, TLX3, NKX2-1 and NKX2-5 encode TFs which are physiologically silent during hematopoiesis, but which undergo ectopic activation in transformed thymocytes [8–11]. These genes belong to the NKL subclass of homeobox genes which numbers to date eight aberrantly expressed members in T-ALL, highlighting this group of structurally similar developmental TFs for attention [12,13]. Examples of NKL subclass members which are aberrantly expressed in T-ALL with physiological expression in hematopoietic cells include NKX3-1 and MSX1. These genes are variously (de)regulated via TAL1, LYL1, BMP-pathway, and AUTS2 [14–17].

Homeobox genes play fundamental roles in embryonal development and differentiation processes in the adult. Some represent master genes for specific cell types/tissues like NKX2-5 (heart), NKX2-3 (spleen), or PAX6 (eye) [18–20]. Furthermore, particular homeobox gene families form developmental expression patterns called gene codes. The HOX-code constitutes the anterior-posterior axis of the embryo, while the DLX-code mediates dorso-ventral differentiation of the branchial archs [21–23]. Therefore, aberrant activity of homeobox genes potentially contributes to tumorigenesis in multiple tissues and cell types by inter alia deregulating developmental processes therein [13,24,25].

This study presents a comprehensive analysis of hematopoietic NKL homeobox genes focussing on HSPCs, lymphopoiesis and T-cell development. The specification of a physiological hematopoietic NKL gene expression set enables both the identification of aberrant subclass members and any developmental processes potentially impacted.

## Materials and methods

### Primary cells, cell lines and treatments

Primary samples of CD34+ HSPCs were harvested by leukapheresis from healthy volunteers. The cells were purified to ≥98% CD34+ content by magnetic cell sorting using Clini MACS (Miltenyi Biotech, Bergisch-Gladbach, Germany) and cryopreserved in liquid nitrogen. Approval for this study was obtained from the Ethical Committee of Hannover Medical School, and informed consent was obtained in written form in accordance with the Declaration of Helsinki. T-ALL cell lines are held by the DSMZ (Braunschweig, Germany) and were cultivated as described elsewhere [26]. Gene specific siRNA oligonucleotides and AllStars negative Control siRNA (siControl) were obtained from Qiagen (Hilden, Germany). Expression constructs for HHEX, HLX1, NKX2-3 and NKX3-1 were cloned in vector pCMV6-XL4 and obtained from Origene (Wiesbaden, Germany). SiRNAs (80 pmol) and expression constructs/vector controls (2 μg) were transfected into 1x10^6^ cells by electroporation using the EPI-2500 impulse generator (Fischer, Heidelberg, Germany) at 350 V for 10 ms. Electroporated cells were harvested after 20 h cultivation.

### Expression profiling

Gene expression microarray profiling data were generated using the HG U133 Plus 2.0 gene chip (Affymetrix, High Wycombe, UK). The datasets for primary CD34+ HSPCs and 11 T-ALL cell lines (one sample for each probe, N = 1) were generated at the Institute of Pathology (University of Würzburg, Germany) and generously provided by Prof. Andreas Rosenwald. The expression data are deposited at Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov) and available via the numbers GSE87303 and GSE87334, respectively. Expression profiling datasets for B-cell progenitors with N = 5 (GSE12453) [27], mature lymphocytes with N = 3 (GSE72642) [28], and for 117 primary pediatric T-ALL patient samples with N = 1 (GSE26713) [11] were obtained from GEO. The B-cell progenitors have been isolated from peripheral blood by depleting CD27+ subpopulations (T-cells, memory B-cells) and CD11b+ subpopulations (monocytes, macrophages, granulocytes, NK-cells). Subsequently, the remaining cells have been FACS-sorted for the B-cell marker IgD+. Germinal center and plasma cells have been isolated from tonsils according to the following marker expression: CD20high CD38+ CD77+ (centroblasts), CD20high CD38+ CD77- (centrocytes), CD20low CD38high (plasma cells). After RMA-background correction and quantile normalization of the spot intensities, the profiling data were expressed as ratios of the sample mean and subsequently log2 transformed. Data processing was performed via R/Bioconductor using limma and affy packages (http://www.bioconductor.org/). For creation of heat maps we used the software CLUSTER version 2.11 and TREEVIEW version 1.60 (http://rana.lbl.gov/EisenSoftware.htm). To parse biological function of shortlisted genes, gene-annotation enrichment analysis was performed using DAVID bioinformatics resources (http://www.david.ncifcrf.org/) [29]. To compare expression profiling data sets we performed principal component analysis on 30% of the most variable transcripts and hierarchical cluster analysis (Euclidian distance, average linkage).

The public GEO dataset GSE69239 provides RNA sequencing data of several isolated hematopoietic entities with N = 2 [30]. For simplicity we renamed sample Thy1 (CD34+ CD7- CD1a-) as DN1, Thy2 (CD34+ CD7+ CD1a-) as DN2, Thy3 (CD34+ CD7+ CD1a+) as DN3, Thy4 (CD4+ CD8+) as DP, Thy5 (CD4+ CD8-) as SP4, and Thy6 (CD4- CD8+) as SP8. The expression data are given in units of FPKM (fragments per kilobase of mappable gene length and million reads) and were obtained after normalizing the count matrices with sequencing depth and gene effective length [30]. FPKM values which are equal to or exceed 1 were interpreted as positive expression. This procedure was validated by comparative quantification of gene expressions via RQ-PCR of HSPC samples.

### Real-time Quantitative Polymerase Chain-Reaction (RQ-PCR) analyses

Total RNA was extracted from cell line samples using TRIzol reagent (Invitrogen, Darmstadt, Germany). Primary human total RNA used in this study was commercially obtained—isolated from peripheral blood mononuclear cells (PBC), thymus, lymph node (LN), spleen, and bone marrow (BM) from Biochain/BioCat (Heidelberg, Germany), RNA from NK-cells (3H Biomedical, Uppsala, Sweden), and RNA from peripheral CD19-positive B-cells and CD3-positive T-cells from Miltenyi Biotec (Bergisch Gladbach, Germany). cDNA was synthesized from 5 μg RNA by random priming using Superscript II (Invitrogen). RQ-PCR analysis was performed with the 7500 Real-time System, using commercial buffer and primer sets (Applied Biosystems/Life Technologies, Darmstadt, Germany). Quantification of MSX1 was performed as described recently [16]. For normalization of expression levels we analyzed the transcript of TATA box binding protein (TBP). Quantitative analyses were performed twice in triplicate. Standard deviations are presented in the figures as error bars. The statistical significance was assessed by Student´s T-Test and the calculated p-values indicated by asterisks (* p<0.05, ** p<0.01, *** p<0.001, n.s. not significant).

### Protein analyses

Western blots were generated by the semi-dry method. Protein lysate from human spleen was obtained from Origene. Protein lysates from cell lines were prepared using SIGMAFast protease inhibitor cocktail (Sigma, Taufkirchen, Germany). Proteins were transferred onto nitrocellulose membranes (Bio-Rad, München, Germany) and blocked with 5% dry milk powder dissolved in phosphate-buffered-saline buffer (PBS). The following antibodies were used: alpha-Tubulin (Sigma) and NKX2-3 (Abcam, Cambridge, UK). For loading control blots were reversibly stained with Poinceau (Sigma) and detection of alpha-Tubulin (TUBA) was performed thereafter. Secondary antibodies were linked to peroxidase for detection by Western-Lightning-ECL (Perkin Elmer, Waltham, MA, USA). Documentation was performed using the digital system ChemoStar Imager (INTAS, Göttingen, Germany).

### Reporter gene assay

For creation of reporter gene constructs we combined a reporter with a regulatory genomic fragment derived from the upstream region of MSX1, containing a consensus binding site for NKX2-3. We cloned the genomic PCR product of the corresponding upstream region (regulator) and of the HOXA9 gene, comprising exon1-intron1-exon2 (reporter), into the *Hind*III/*Bam*HI and *Eco*RI sites, respectively, of the expression vector pcDNA3 downstream of the CMV enhancer. The oligonucleotides used for the amplification of the MSX1-regulator were obtained from Eurofins MWG (Ebersbach, Germany). Their sequences were as follows: MSX1-for1 5´-CCAAGCTTCAGGCAGATCTTGCATCTCC-3´, MSX1-rev1 5´-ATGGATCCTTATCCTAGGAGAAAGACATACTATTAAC-3´. Introduced restriction sites used for cloning are underlined. Constructs were validated by sequence analysis (Eurofins MWG). Transfections of plasmid-DNA into NIH-3T3 cells were performed using SuperFect Transfection Reagent (Qiagen). Commercial HOXA9 and TBP assays were used for RQ-PCR to quantify the spliced reporter-transcript, corresponding to the regulator activity. A cotransfected commercial luciferase construct served as transfection control and was quantified by the Luciferase Assay System (Promega, Mannheim, Germany) using the luminometer Lumat LB9501 (Berthold Technologies, Bad Wildbad, Germany).

## Results

### Expression of NKL homeobox genes in hematopoietic cells

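The T-ALL part of the expression profiling covered 11 established cell lines, each hybridized once to an HG U133 Plus 2.0 array, so that the cell line is the replicate. The NKL-positive group held 6 lines, namely ALL-SIL, CCRF-CEM, HPB-ALL, JURKAT, LOUCY and PEER, and the NKL-negative group held 5, namely CML-T1, MOLT-4, MOLT-14, MOLT-16 and SUP-T1. Arrays of HSPCs were not used here. The authors processed the arrays by RMA, which subtracts background, gives all arrays a common distribution and combines the probes of each probe set into 1 log2 value. These values were taken as deposited and ran from 2.24 to 14.57, with array medians between 4.63 and 4.76. The 62 control probe sets were set aside, and the other 54613 probe sets were analysed. They hold 41091 probe sets with a single gene symbol, which stand for 19775 genes, and each gene was read from its probe set with the highest mean over the 11 lines. Among the NKL homeobox genes, 36 genes with 50 probe sets were examined. A gene stood out in a line where its value lay at least 2 log2 units above the median of the other 10 lines and above the median of that array. Poly-A spike-in controls, which are bacterial transcripts added before labelling, averaged 3.02 to 3.10 in HPB-ALL, CML-T1 and MOLT-16 and 6.09 to 9.59 in the other 8 lines. The number of arrays limits the precision, and values near the lower quartile of an array, 3.45 to 3.60, have no order among them.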

Expression profiling data obtained from primary HSPCs and selected T-ALL cell lines were illustrated as a heatmap in **Fig 1A**, showing transcript levels of 37 NKL homeobox genes. These data indicated that three genes, namely HHEX, HLX1 and NKX2-3, were physiologically expressed in HSPCs, while the analyzed T-ALL cell lines aberrantly expressed HHEX, MSX1, NKX2-5, NKX3-1, TLX1 and TLX3 as reported previously [8,10,15,16,31]. Thus, NKL homeobox oncogenes might either be hematopoietically reactivated (HHEX, MSX1) or ectopically activated (NKX2-5, TLX1, TLX3). 

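HHEX, a homeobox gene active in early hematopoietic progenitors, reached 10.89 in LOUCY, 10.61 in CCRF-CEM and 9.92 in PEER on the log2 scale, while the median of the other lines was 4.31. NKX2-5, which is known for its role in heart development, reached 11.41 in CCRF-CEM and 10.10 in PEER against a median of 5.05. MSX1, a homeobox gene of BMP-regulated developmental processes, stood out in LOUCY with 8.04, in JURKAT with 7.69 and in HPB-ALL with 6.95, against a median of 4.62. TLX1 stood out in ALL-SIL only, with 9.30 against 4.12, and TLX3 in HPB-ALL only, with 7.92 against 3.32. Of the genes ascribed to HSPCs, HLX (HLX1) did not pass 4.83 and NKX2-3 did not pass 3.49 in any of the 11 lines. In JURKAT, HHEX was measured at 3.34. Both probe sets of HHEX stood out in LOUCY, CCRF-CEM and PEER. Each value comes from a single array, so that no error can be given for a line.

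**Figure D1:**
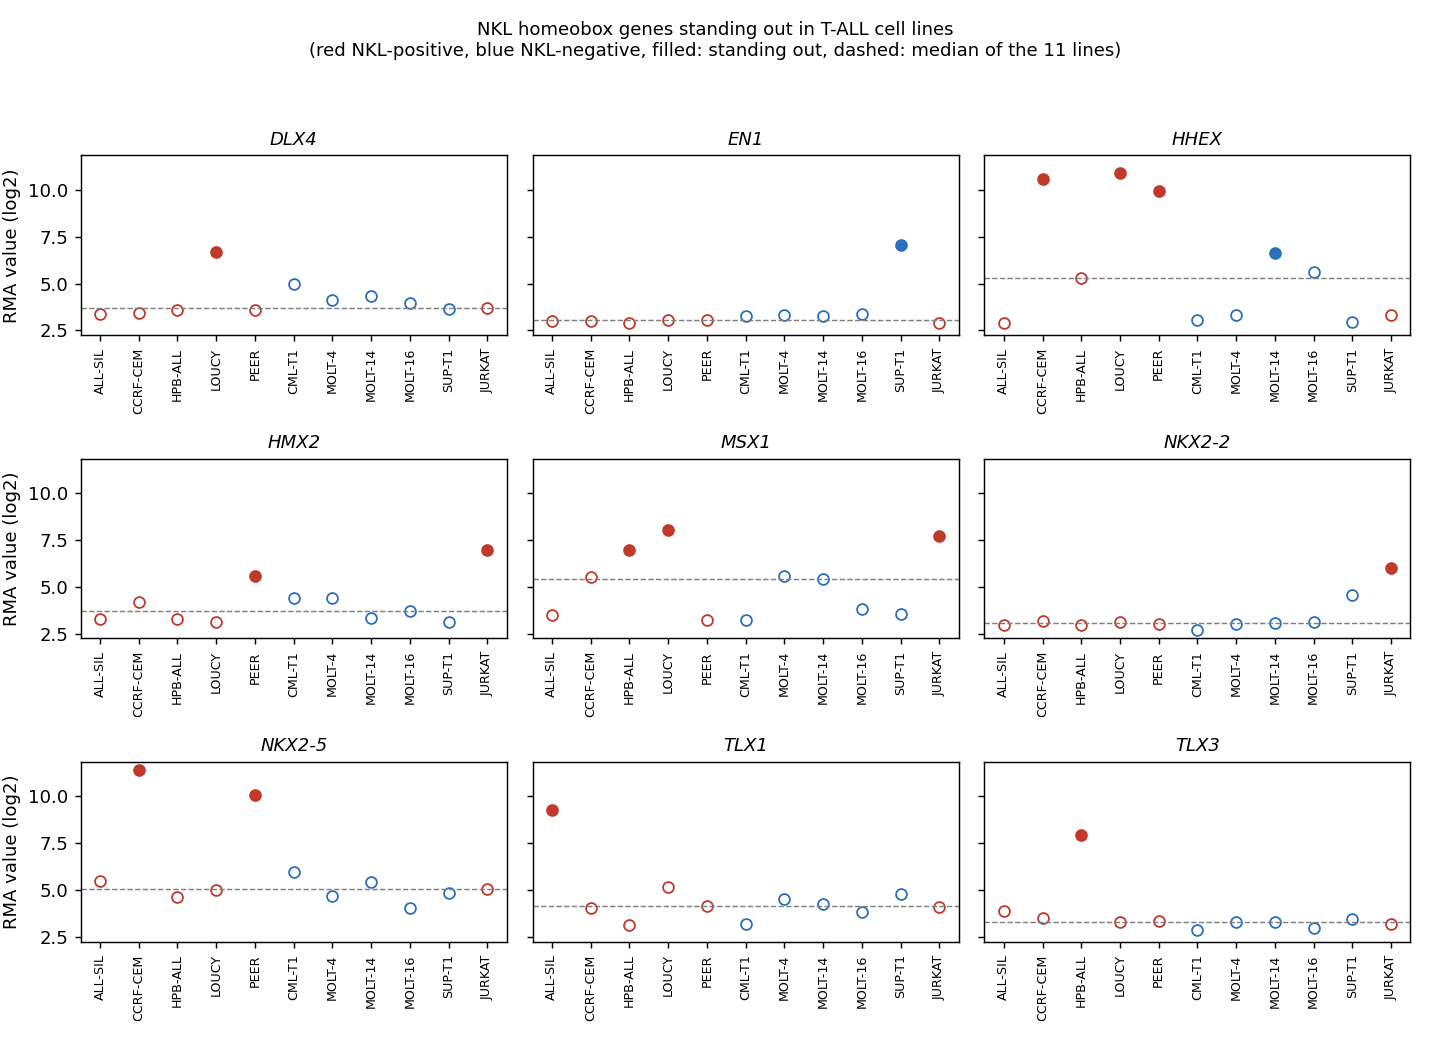
RMA log2 values (y-axis) of the 9 NKL homeobox genes that stood out in at least 1 of the 11 T-ALL cell lines (x-axis), with NKL-positive lines in red, NKL-negative lines in blue, filled points for lines in which the gene stood out and a dashed line at the median of the 11 lines. NKX2-5 stood out in CCRF-CEM and PEER, and EN1 in SUP-T1.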

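Beyond these genes, HMX2, a homeobox gene of inner ear development, stood out in JURKAT with 6.99 and in PEER with 5.56. NKX2-2, a regulator of neural and pancreatic development, stood out in JURKAT with 5.99, and DLX4 in LOUCY with 6.69. In the NKL-negative group, EN1, a homeobox gene of midbrain development, stood out in SUP-T1 with 7.08, and HHEX in MOLT-14 with 6.65 by 1 of its 2 probe sets. Altogether 16 pairs of a gene and a line stood out, with 9 genes and 8 lines involved, of which 14 were in NKL-positive and 2 in NKL-negative lines. With every probe set of a gene considered, 22 pairs from 12 genes stood out. The added genes were DLX2 with 10.86 in HPB-ALL, 7.57 in CML-T1 and 6.39 in SUP-T1, NKX2-1 with 7.27 in JURKAT and 6.77 in MOLT-14, and DLX1 with 6.51 in JURKAT. None of the 36 genes stood out in MOLT-4 or MOLT-16 by any probe set. The count was 31 with a gap of 1 log2 unit and 10 where a gene had to lie above the 75th percentile of its array. From the activities in HSPCs and T-ALL lines, the paper proposes that HHEX and MSX1 are reactivated in T-ALL, while NKX2-5, TLX1 and TLX3 are activated ectopically.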

Analysis of B-cell progenitors from peripheral blood and tonsils (dataset GSE12453) revealed physiological expression of another set of genes, comprising HMX1, MSX1 and NKX6-3 (**Fig 1B**). Alterations in expression levels indicated developmental downregulation of the genes HMX1 and MSX1 upon B-cell maturation, while NKX6-3 showed unsystematic variations. Analysis of differentiated lymphocytes (dataset GSE72642) indicated significant expression levels just of HHEX in mature B-cells, while mature T-cells showed absence of any NKL homeobox gene activity (**Fig 1C**). Thus, NKL homeobox genes display specific expression patterns which differ between particular stages during early hematopoiesis and lymphopoiesis indicating functional roles in development.

**Fig 1:**
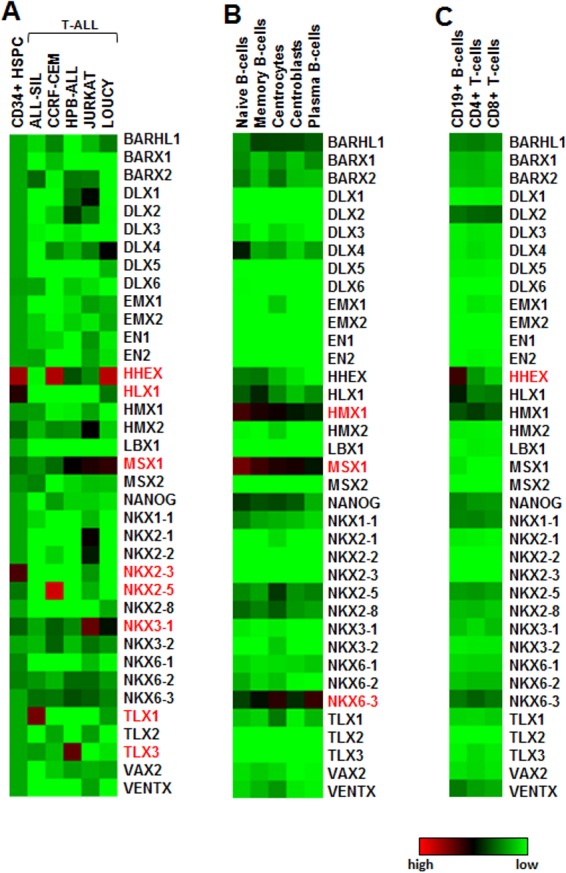
Gene expression profiling data of NKL homeobox genes in primary hematopoietic cells and cell lines. (A) Heatmap for primary HSPCs and 5 T-ALL cell lines. (B) Heatmap for primary immature B-cells. Data were obtained from GSE12453. (C) Heatmap for primary mature lymphocytes (GSE72642). Activated genes are indicated in red.

Since this type of microarray profiling assay does not cover all 48 known NKL homeobox genes as listed by the HUGO Gene Nomenclature Committee, we analyzed for a comprehensive survey of the complete subclass of NKL homeobox genes public RNA-sequencing data (GSE69239) obtained from several hematopoietic entities (**Table 1**). These data demonstrated expression of four members in HSPCs comprising again HHEX, HLX1, NKX2-3 and additionally NKX3-1 (**Fig 2**). To validate these data we performed RQ-PCR quantifying these four NKL homeobox genes in addition to MSX1. We analyzed primary hematopoietic cells/tissues and selected T-ALL cell lines (**Fig 3**), supporting potent expression of HHEX, HLX1, NKX2-3 and NKX3-1 in HSPCs. Mature lymphocytes showed absent or faint expression levels of the genes analyzed. Furthermore, MSX1 was significantly expressed in NK-cells, indicating a functional role of MSX1 for this lineage of lymphocyte differentiation. HLX1 showed reduced expression in lymphatic tissues and NKX2-3 strong transcript levels in the spleen as described previously [19], while expression of HHEX and NKX3-1 was restricted to HSPCs. T-ALL cell lines LOUCY and JURKAT expressed HHEX, NKX3-1 and MSX1 as shown previously [14,15,17], and served as models for homeobox gene regulatory examinations (see below).

**Fig 2:**
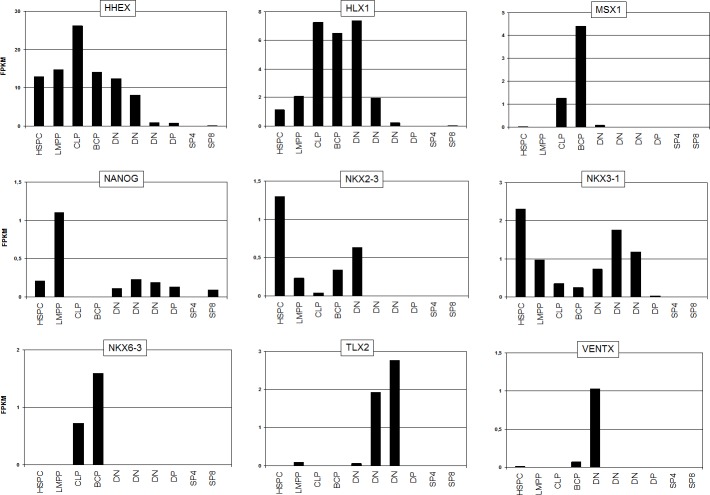
Expression of NKL homeobox genes in hematopoietis. RNA-sequencing data (GSE69239) were exploited to analyze all NKL homeobox genes in hematopoiesis. Nine genes were found to be expressed at significant levels which are indicated in FPKM (fragments per kilobase of mappable gene length and million reads). HSPC: hematopoietic stem and progenitor cells, LMPP: lymphoid and myeloid progenitor, CLP: common lymphoid progenitor, BCP: B-cell progenitor, DN: double negative T-cell progenitor, DP: double positive T-cell progenitor, SP4: single positive CD4+ T-cell progenitor, SP8: single positive CD8+ T-cell progenitor.

**Fig 3:**
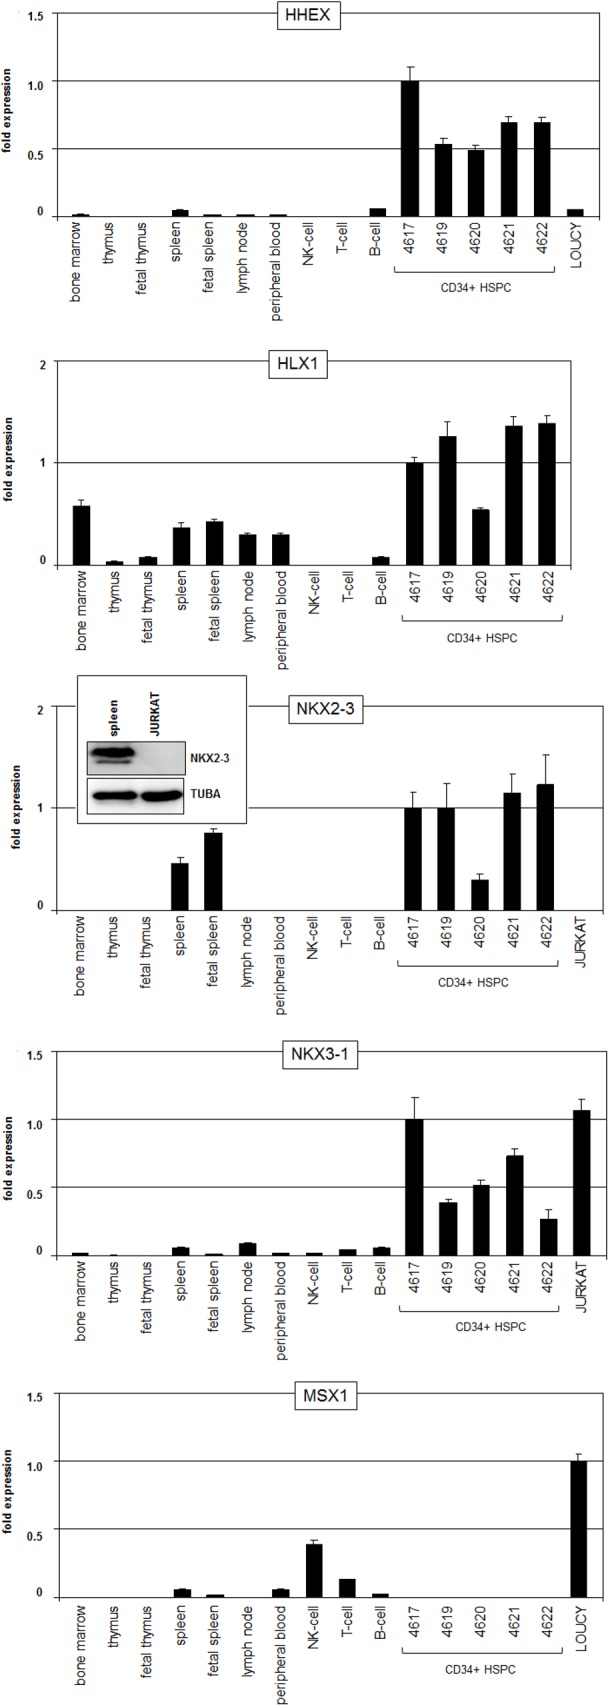
RQ-PCR expression analyses of NKL homeobox genes. Transcript levels of five selected NKL homeobox genes were quantified in primary hematopoietic cells/tissues and selected T-ALL cell lines. NKX2-3 expression was additionally analyzed by Western blot in spleen and JURKAT cells. Tubulin served as loading control.

**Table 1:** NKL homeobox gene expressions in hematopoiesis (GSE69239) and T-ALL (GSE26713).

NKL gene	synonyms	HSC	LMPP	CLP	BCP	TCP (DN)	TCP (DP,SP)	T-ALL	chr. transl.
BARHL1									
BARHL2									
BARX1									
BARX2									
BSX	BSX1								
DBX1									
DBX2									
**DLX1**								**X**	
**DLX2**								**X**	
**DLX3**								**X**	
DLX4									
DLX5									
**DLX6**								**X**	
EMX1									
EMX2									
EN1									
EN2									
**HHEX**	PRHX	X	X	X	X	X		**X**	
**HLX**	HLX1, HB24	X	X	X	X	X		**X**	
HMX1	NKX5-3								
HMX2	NKX5-2								
HMX3	NKX5-1								
**LBX1**								**X**	
LBX2									
**MSX1**				X	X			**X**	
**MSX2**								**X**	
NANOG			X						
**NKX1-1**								**X**	
NKX1-2									
**NKX2-1**	TITF1, TTF1							**X**	X
**NKX2-2**								**X**	X
**NKX2-3**		X						**X**	
NKX2-4									
**NKX2-5**	CSX							**X**	X
NKX2-6									
NKX2-8									
**NKX3-1**	BAPX2	X				X		**X**	
**NKX3-2**	BAPX1							**X**	
NKX6-1									
NKX6-2									
**NKX6-3**					X			**X**	
NOTO									
**TLX1**	HOX11							**X**	X
**TLX2**	HOX11L1					X		**X**	
**TLX3**	HOX11L2							**X**	X
VAX1									
VAX2									
VENTX	VENTX2					X			
**48**		**4**	**3**	**3**	**4**	**5**	**0**	**20**	**5**

Significant transcript levels in the corresponding hematopoietic cell type are indicated by a cross and by grey background. Aberrantly overexpressed genes in T-ALL subsets are indicated by bold crosses. Genes involved in chromosomal aberrations in T-ALL are indicated by underlined crosses. HSPC: hematopoietic stem and progenitor cells, LMPP: lymphoid and myeloid progenitor, CLP: common lymphoid progenitor, BCP: B-cell progenitor, TCP(DN): T-cell progenitor (combined double negative T-cell progenitors), TCP(DP,SP): combined double positive and single positive T-cell progenitors.

Interestingly, while analyzing further hematopoietic entities of the RNA-sequencing dataset GSE69239, we identified the expression of additional NKL homeobox genes (**Table 1**, **Fig 2**). Lymphoid and myeloid progenitors (LMPP) expressed NANOG, common lymphoid progenitors (CLP) expressed HHEX, HLX1 and MSX1, B-cell progenitors (BCP) expressed HHEX, HLX1, MSX1 and NKX6-3, and progenitors representing early T-cell developmental DN stages expressed HHEX, HLX1, NKX3-1, TLX2 and VENTX at significant levels. Of note, late stages of T-cell development (DP, SP4 and SP8) do not express any NKL homeobox gene consistent with expression profiling data shown above (**Fig 1**). Overall, our analyses indicated that nine particular NKL homeobox genes are physiologically transcribed in HSPCs and lymphopoiesis, showing stage-specific expression patterns. Therefore, these results suggest the presence of an NKL-code for defined hematopoietic stages.

### Transcriptional regulation of HHEX and NKX3-1

To understand the formation of the described expression patterns in hematopoietic cells we analyzed regulation and capacities of selected NKL homeobox genes. As shown previously, the transcriptional regulation of NKX3-1 is governed by hematopoietic stem cell TFs TAL1 and LYL1 in addition to T-cell TF GATA3 which mediate its activation [14,15]. To analyze the regulation of HHEX in the same way we used here the immature T-ALL cell line LOUCY as model system. SiRNA-mediated knockdown of LYL1 or GATA3 was confirmed by RQ-PCR and resulted in concurrently reduced expression levels of HHEX (**Fig 4A**). Forced expression of TAL1 in LOUCY cells mediated slightly increased HHEX transcription indicating that overlapping TF complexes present in HSPCs regulate both HHEX and NKX3-1. Furthermore, forced expression of HLX1 or NKX2-3 in LOUCY cells resulted in decreased HHEX expression levels, while NKX3-1 overexpression mediated no alteration (**Fig 4B**). SiRNA-mediated knockdown of HHEX showed no alteration in NKX3-1 expression levels (**Fig 4B**), indicating absence of mutual regulation. Similarly, forced expression of HHEX, HLX1 or NKX2-3 in JURKAT cells showed no alterations of NKX3-1 expression (**Fig 4B**). Thus, while TFs of the basic helix-loop-helix and GATA families activate both NKX3-1 and HHEX, the expression of HHEX is suppressed by HLX1 and NKX2-3, together forming a regulatory network which contains NKL homeobox genes as basic mediators.

**Fig 4:**
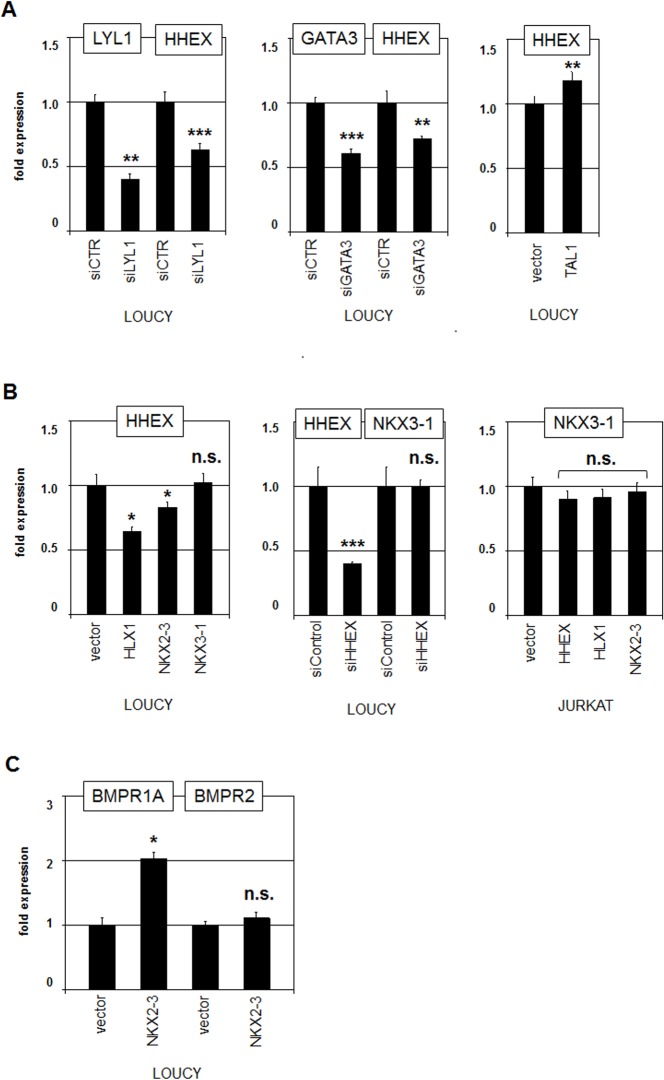
Analyses of NKL homeobox genes in T-ALL cell lines. (A) RQ-PCR analysis of HHEX after siRNA-mediated knockdown in LOUCY. Concomitant reduction of transcript levels indicated that LYL1 (left) and GATA3 (middle) activate the expression of HHEX. Forced expression of TAL1 resulted in slightly increased expression of HHEX (right), indicating an activating input as well. (B) RQ-PCR analysis of HHEX after forced expression of NKL homeobox genes HLX1, NKX2-3 and NKX3-1 in LOUCY (left). RQ-PCR analysis of NKX3-1 after siRNA-mediated knockdown of HHEX in LOUCY (middle). RQ-PCR analysis of NKX3-1 after forced expression of NKL homeobox genes HHEX, HLX1 and NKX2-3 in JURKAT (right). (C) RQ-PCR analysis of BMPR1A and BMPR2 after forced expression of NKL homeobox gene NKX2-3 in LOUCY.

### Analysis of NKL homeobox gene NKX2-3

NKX2-3 represents a novel player of the NKL homeobox gene subclass in hematopoiesis. Western blot analysis of NKX2-3 was performed for spleen samples, demonstrating robust protein expression in this hematopoietic tissue (**Fig 3**). The NKX2-3 RNA expression levels in spleen were similar to those in HSPCs, suggesting comparable protein amounts of this factor in both cell types. Unfortunately, we were unable to find an NKX2-3 expressing T-cell line to analyze its transcriptional regulation. However, NKX2-3 expression is regulated by transcription factor NFATC2 as identified by single nucleotide polymorphism (SNP)-analyses of patients suffering inflammatory bowel disease [32]. High NFATC2 levels in HSPCs correlate with NKX2-3 (**S1 Fig**), suggesting a common regulatory relationship. But analysis of T-ALL cases overexpressing NKX2-3 did not show enhanced NFATC2 levels (GSE26713), excluding involvement of this factor in aberrant NKX2-3 regulation.

To identify potential target genes we compared expression profiling data of two NKX2-3 positive and ten NKX2-3 negative T-ALL patient samples (GSE26713, **S2 Fig**). For this approach we used the online tool GEO2R, revealing the 250 most significant differentially expressed genes (**S1 Table**), 50 of which showed decreased levels. Interestingly, one of the downregulated genes was NKL homeobox gene HHEX, which corresponded to our previous results, supporting that NKX2-3 repressed HHEX gene activity (**Fig 4B**). Gene-annotation enrichment analysis of the 200 upregulated genes highlighted activation of the BMP-signalling pathway (KEGG). Consistently, RQ-PCR analysis of LOUCY cells treated for forced expression of NKX2-3 demonstrated increased expression of the BMP receptor encoding gene BMPR1A (**Fig 4C**), supporting the notion that the BMP-signalling pathway is both located downstream and activated by NKX2-3.

### Regulation of MSX1 by stem cell NKL homeobox genes

Expression data for MSX1 showed that this NKL homeobox gene is turned off in HSPCs but activated in lymphoid progenitors (**Figs 2–3**). To analyze potential consequences of NKL factors expressed in HSPCs on MSX1 we performed knockdown and overexpression assays in MSX1-positive T-ALL cell lines. SiRNA-mediated knockdown of HHEX in LOUCY resulted in reduced expression of MSX1 (**Fig 5A**). Accordingly, forced expression of HHEX in JURKAT resulted in elevated MSX1 transcript levels, demonstrating that HHEX mediates activation of MSX1 expression (**Fig 5A**). SiRNA-mediated knockdown of NKX3-1 in JURKAT resulted in elevated expression of MSX1 (**Fig 5A**). Accordingly, forced expression of HLX1, NKX2-3 or NKX3-1 resulted in suppressed MSX1 transcription (**Fig 5A**). Thus, while HHEX activated MSX1 transcription, NKX2-3, NKX3-1 and HLX1 acted repressively, showing functional differences between NKL factors expressed in HSPCs and lymphoid progenitors, thus contributing to the observed NKL expression pattern.

**Fig 5:**
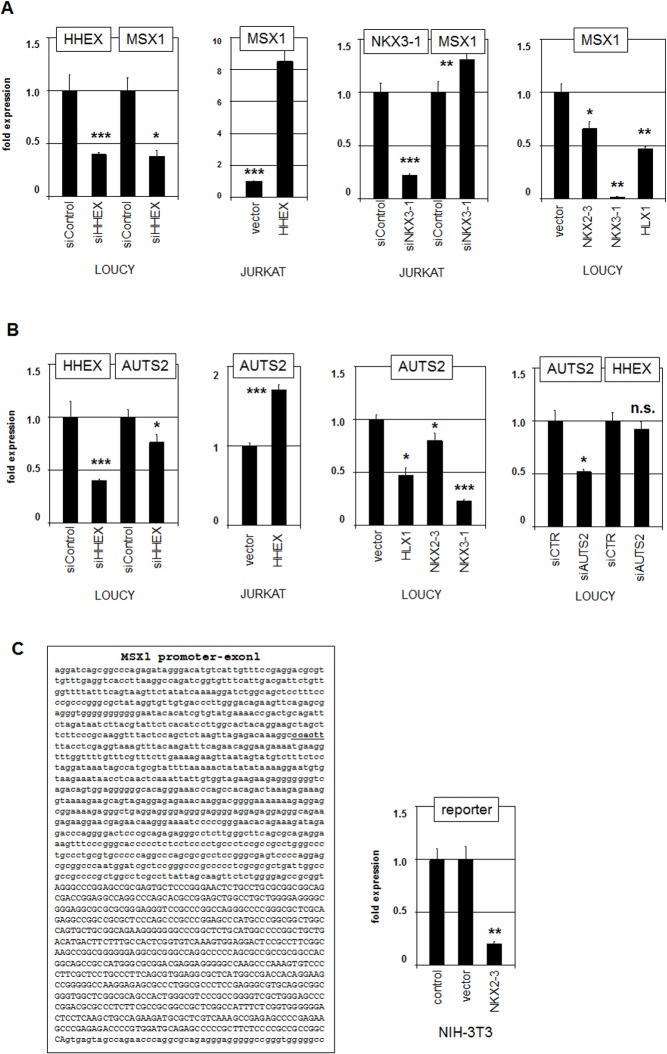
Analyses of MSX1 regulation in T-ALL cell lines. (A) RQ-PCR analysis of MSX1 after siRNA-mediated knockdown of HHEX in LOUCY and after forced expression of HHEX in JURKAT demonstrated that HHEX activates MSX1 transcription. RQ-PCR analysis of MSX1 after siRNA-mediated knockdown of NKX3-1 in JURKAT and after forced expression of NKX2-3, NKX3-1 and HLX1 in LOUCY demonstrated that all analyzed genes repressed MSX1 transcription. (B) RQ-PCR analysis of AUTS2 after siRNA-mediated knockdown of HHEX in LOUCY and after forced expression of HHEX in JURKAT demonstrated that HHEX activates AUTS2 transcription. RQ-PCR analysis of AUTS2 after forced expression of NKL homeobox genes HLX1, NKX2-3, NKX2-5 and NKX3-1 in LOUCY demonstrated that the analyzed homeobox genes inhibit transcription of AUTS2. RQ-PCR analysis of HHEX after siRNA-mediated knockdown of AUTS2 in LOUCY demonstrated that AUTS2 did not regulate HHEX expression. (C) The sequence shown comprises the regulatory upstream region and the first exon of MSX1 (capital letters). Reporter gene analysis was performed of a MSX1 promoter fragment containing an identified consensus NKX2-3 site (underlined). RQ-PCR analysis of the reporter gene showed that NKX2-3 directly represses MSX1 transcription (right).

Recently, we have shown that MSX1 transcription is regulated by the chromatin modulators AUTS2-polycomb repressor complex (PRC) 1 in T-ALL cells [17]. Therefore, we analyzed if the observed transcriptional impact of the NKL-factors on MSX1 operates via AUTS2. SiRNA-mediated knockdown of HHEX in LOUCY resulted in decreased AUTS2 expression, while its forced expression in JURKAT had the opposite effect (**Fig 5B**). In contrast, forced expression of HLX1, NKX2-3 or NKX3-1 resulted in reduced AUTS2 expression levels (**Fig 5B**). Thus, HHEX activated while HLX1, NKX2-3 and NKX3-1 repressed AUTS2 which in turn mediates the expression of MSX1. Of note, siRNA-mediated knockdown of AUTS2 left the expression level of HHEX unperturbed (**Fig 5B**), discounting regulation of this NKL homeobox gene via the AUTS2 chromatin complex.

Sequence analysis of the promoter region of MSX1 revealed one potential binding site for NKX2-3 at –656 bp [33]. To test if this NKL factor mediates direct regulation of MSX1 transcription we performed reporter gene assay for a corresponding fragment of the regulatory region (**Fig 5C**). The results showed that NKX2-3 repressed the reporter gene activity, demonstrating direct inhibitory regulation. Thus, MSX1 transcription is regulated by particular NKL homeodomain factors acting directly and/or indirectly by chromatin modulation via AUTS2.

### Deregulated NKL homeobox genes in T-ALL

Visual analyses of 37 NKL homeobox gene expression profiles for 117 T-ALL patient samples (GSE26713) confirmed enhanced transcript levels of NKL homeobox oncogenes including TLX1, TLX3, NKX2-1 and NKX2-5 and additionally identified novel members showing aberrant expression levels in patient subsets including DLX1, NKX2-3 and TLX2 (**S2 Fig**). These results were combined with expression data obtained from normal HSPCs, lymphoid progenitors and T-cell progenitors as indicated above (**Table 1**). According to this procedure we identified 20 deregulated genes, seven of which (35%) are physiologically expressed during hematopoiesis/lymphopoiesis (HHEX, HLX1, MSX1, NKX2-3, NKX3-1, NKX6-3, TLX2), while 13/20 (65%) are ectopically expressed in T-ALL (DLX1, DLX2, DLX3, DLX6, LBX1, MSX2, NKX1-1, NKX2-1, NKX2-2, NKX2-5, NKX3-2, TLX1, TLX3). Thus, ectopic activation represents the most frequent mode of deregulation, although reactivation (NKX2-3, NKX6-3) and failed downregulation (HHEX, HLX1, MSX1, NKX3-1, TLX2) play significant roles as well. Interestingly, chromosomal translocations are exclusively involved in ectopic activation of NKL homeobox genes (NKX2-1, NKX2-2, NKX2-5, TLX1, TLX3), suggesting the requirement of particular activating mechanisms for genes normally silenced in hematopoietic cells.

To look for coinciding gene activities of T-ALL cases expressing NKL homeobox genes we performed bioinformatic analyses of the T-ALL patient data set GSE26713. For this approach, the patient cohort was divided into two groups: 93 NKL-positive and 24 NKL-negative controls. The adopted online tool GEO2R extracted 250 differentially expressed genes according to their statistical significance (**S2 Table**). Subsequent gene-annotation enrichment analysis of these genes indicated activation of survival pathway (KEGG) and inhibition of FAS signalling pathway activity (BIOCARTA), highlighting deregulation of apoptosis (data not shown). Furthermore, we performed comparative expression profiling of five NKL-positive and five NKL-negative T-ALL cell lines (**S3 Table**). 

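NETO2, which encodes an auxiliary subunit of kainate receptors, was lower in the NKL-positive lines, with 3.37 ± 0.33 (SD, n = 5) against 9.14 ± 0.51 (SD, n = 5) in the NKL-negative lines. This is a log2 difference of −5.76 (SE 0.27, adjusted p = 2.96e-05 from limma), and its second probe set differed by −5.59 (SE 0.37, adjusted p = 3.16e-04 from limma). CHN1, a GTPase-activating protein for Rac, differed by −3.52 (SE 0.36, adjusted p = 0.0192 from limma). LRATD2 differed by −4.60 (SE 0.52, adjusted p = 0.0393 from limma), although 1 of its 3 probe sets pointed the other way. TTC14 differed by −3.38 (SE 0.22, adjusted p = 3.16e-04 from limma) at 1 probe set, while its probe set with the highest mean differed by −3.03 (adjusted p = 0.714 from limma). These 5 probe sets were the only ones at an adjusted p under 0.05, all lower and 0 higher, whereas 1376 were higher and 1299 lower at an unadjusted p under 0.05. In JURKAT, the NKL-positive line outside the comparison, NETO2 was at 10.40, CHN1 at 9.05, LRATD2 at 9.45 and TTC14 at 6.73. With JURKAT as the sixth NKL-positive line, limma called 0 probe sets (2553 at an unadjusted p under 0.05), and NETO2 had an adjusted p of 0.962. With a term for the lines without poly-A controls, both NETO2 probe sets and TTC14 remained at an adjusted p under 0.05 from limma, while CHN1 had 0.0648 at a difference of −3.46 (SE 0.38) and LRATD2 0.112 at −4.48 (SE 0.53). In the NKL-positive lines the means of NETO2, of TTC14 with 3.09 and of LRATD2 with 3.31 lie below the lower quartile of the arrays, so that these differences are taken against background and are lower bounds. Of the 19775 genes, 75 were higher and 104 lower without overlap of the groups, 179 in all, where chance gives 0.794% or 157 genes. The largest such differences were 4.75 (SE 0.65, adjusted p = 0.126 from limma) for RNF135, a ubiquitin ligase of antiviral signalling, 3.52 for SERPINB1, an inhibitor of neutrophil proteases, and 3.25 for SMAD1, a transducer of BMP signals. WWC3, NCR3, NECTIN1, LOC401261 and TMEM63A followed with 1.94 to 1.63. On the lower side, ANXA5, a phospholipid-binding annexin, differed by −4.68 (SE 0.92), MBNL2, a splicing regulator, by −4.50, GOLGA8A by −4.39, BEND4 by −4.20 and CBS, an enzyme of cysteine synthesis, by −4.03. HHEX differed by 3.60 (SE 1.56, adjusted p = 0.981 from limma), LYL1 by 1.47, GATA3 by 0.41, BMPR2 by 0.25 with 3 of 6 probe sets pointing the other way, LMO2 by 0.17 and TBP by 0.06. SMAD7 differed by −0.08, PCGF5 by −0.23, BCL11B by −0.39, BMP4 by −0.89, AUTS2 by −1.31 and TAL1 by −1.48, with 1 of 5 probe sets of PCGF5 and 3 of 4 of TAL1 pointing the other way. None of these passed the test. With 1 line left out the direction turned for BMPR2 (−0.07 without LOUCY), LMO2 (−0.71 without SUP-T1), TBP (−0.09 without CML-T1), SMAD7 (0.57 without CML-T1), PCGF5 (0.02 without LOUCY) and BCL11B (0.03 without LOUCY), for LMO2 also without CCRF-CEM, LOUCY, PEER or CML-T1, for TBP without CCRF-CEM or MOLT-16 and for SMAD7 without ALL-SIL, HPB-ALL or MOLT-14. LYL1 was at 0.87 and GATA3 at 0.15 without LOUCY. BMP4 was at −0.35 without SUP-T1 and −1.53 without HPB-ALL, and AUTS2 at −0.52 without PEER and −2.42 without LOUCY. TAL1 was at −0.68 without MOLT-4 and −2.63 without CCRF-CEM. Without LOUCY 13 probe sets were called, without MOLT-14 9, and without HPB-ALL, PEER or CML-T1 3 each.

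**Figure D2:**
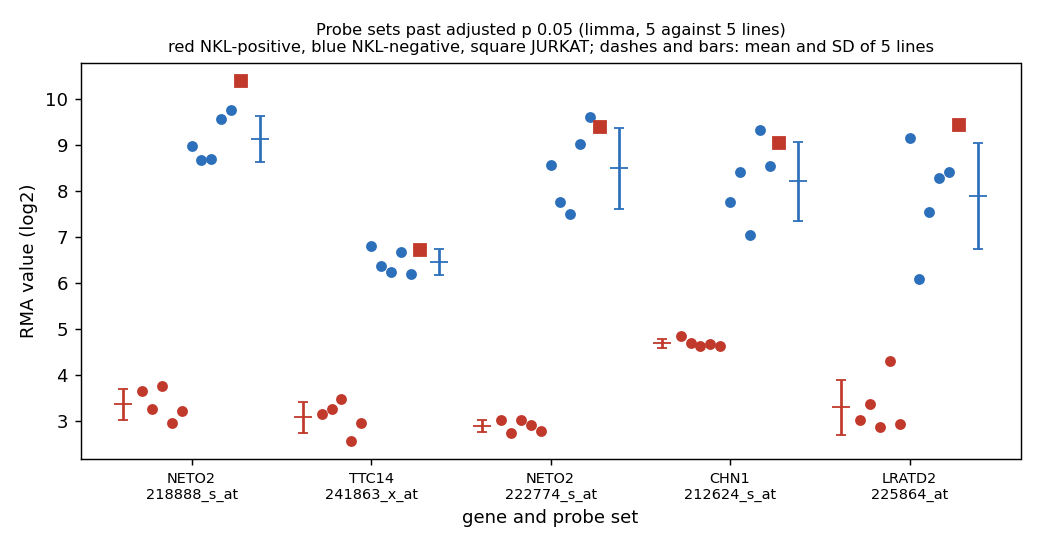
RMA log2 values (y-axis) of the 5 probe sets at an adjusted p under 0.05 (x-axis) in 5 NKL-positive lines (red dots), 5 NKL-negative lines (blue dots) and JURKAT (square), with dash and bar for mean and SD of 5 lines. JURKAT lies at 10.40 for NETO2, where the other NKL-positive lines lie between 2.96 and 3.77.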

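Cell cycle genes were higher in the NKL-positive lines as a group, with 29 of 30 higher and a median difference of 0.33. The camera adjusted p was 1.42e-05, and 0.614 with an estimated correlation. Of 100 splits of the 10 lines, 15 gave as small a camera p, so that chance could not be excluded. CCNE2, a cyclin of S phase entry, differed by 1.15, the mitotic kinases BUB1 by 0.87 and PLK1 by 0.70, and the replication factor MCM2 by 0.66. The same list was lower in the lines without poly-A controls, 1 NKL-positive and 2 NKL-negative, than in the other lines (adjusted p = 0.0253), and among the 7 study lines with these controls its adjusted p was 0.441. The difference between the 3' and 5' control probe sets of ACTB, a measure of RNA quality, averaged 0.51 ± 0.28 in the NKL-positive and 0.88 ± 0.28 in the NKL-negative lines (SD, n = 5 each, exact permutation p = 0.0873), and the ribosomal RNA control probe sets 7.98 ± 1.90 and 10.23 ± 1.40 (exact permutation p = 0.0794). Markers of double positive thymocytes had 17 of 20 members lower (camera adjusted p = 0.150), with ARPP21 at −2.66 (SE 0.87), ELOVL4 at −2.42 and RAG2, a recombinase of receptor gene rearrangement, at −1.70 (−0.89 without SUP-T1). Among the lines with poly-A controls this list was lower in the NKL-positive group (camera adjusted p = 2.33e-07, adjusted p = 0.165 with an estimated correlation), while among the 3 lines without them its median difference was 2.69. Of 21 early progenitor markers, 13 were higher and 8 lower (camera adjusted p = 0.465), and IGLL1, the surrogate light chain, differed by 4.76 (SE 1.17, adjusted p = 0.738 from limma) and LGALS1, a galectin, by 4.24. Of 17 mature T-cell markers, 11 were higher and 6 lower (camera adjusted p = 0.194), among them CD52 at 2.06 (1.36 without MOLT-4), the homing receptor CCR7 at 1.69 and KLF2 at 1.24 (0.67 without SUP-T1), with 1 of 2 probe sets of KLF2 pointing the other way. Of 19 NOTCH targets, 9 were higher and 10 lower (camera adjusted p = 0.904), with CD7 at 0.99 (0.64 without ALL-SIL), HEY1 at −1.64 (−0.37 without SUP-T1) and MYC at −1.94 (−0.32 without LOUCY). In the lines with poly-A controls the NOTCH list was lower in the NKL-positive group (camera adjusted p = 0.00572, adjusted p = 0.209 with an estimated correlation), while among the 3 lines without them its median difference was 1.92. Of 30 genes of BMP and TGF-beta signalling, 19 were higher and 11 lower (camera adjusted p = 0.150), with SMAD3 at 1.72, the receptor TGFBR2 at 1.52 (0.99 without SUP-T1) and its ligand TGFB1 at 0.74. With a term for the lines without poly-A controls, the adjusted p was 6.13e-04 for the cell cycle, 0.318 for double positive, 0.364 for early progenitor, 0.0358 for mature T-cell, 0.712 for NOTCH and 0.0375 for BMP genes, and with an estimated correlation in addition 0.534, 0.802, 0.794, 0.158, 0.875 and 0.180. No member of these 6 lists passed limma's test over all genes, and adjusted over the list alone 1 did, the early progenitor marker IGLL1. HHEX, whose activity is among those that define the NKL-positive lines, is also an early progenitor marker.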

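The 1000 genes highest in the NKL-positive lines, with differences of at least 0.74, make up 5.06% of the 19775 genes. Of 57 measured genes of T-cell receptor signalling, 10 were among them (17.5%, Fisher's exact test, one-sided, adjusted p = 0.00362 over 21 lists). They were the phosphatase PTPN6 at 1.70 (SE 0.57), the transcription factors NFATC2 at 1.65 (1.05 without SUP-T1) and NFKB1 at 1.49, the coreceptor CD4 at 1.42 (0.74 without MOLT-16, 0.83 without HPB-ALL), the kinase TEC at 1.12, VAV3, RASGRP1, MALT1, PPP3CC and CD28. Of 66 MAPK signalling genes, 7 were among them (10.6%, Fisher's exact test adjusted p = 0.127), including the kinases MAP3K1 at 1.25 (1.88 without ALL-SIL) and MAP4K1 at 1.06 (SE 0.26), the phosphatase DUSP6, and TGFBR2, TGFBR1, RASGRP1 and MAP3K8. Another 10 MAPK genes were among the 1000 lowest (Fisher's exact test adjusted p = 0.0117). Lower MAPK members were SPRED1, an inhibitor of RAS signalling, at −1.73, the stress kinase MAP3K5 at −1.49 and MAPK9 at −0.90. Early progenitor markers held 8 of 21 among the 1000 highest (Fisher's exact test adjusted p = 9.85e-05), BMP and TGF-beta genes 9 of 30 (1.20e-04) and mature T-cell markers 5 of 17 (0.00639). Among the 1000 lowest were 3 T-cell receptor genes, 2 early progenitor markers, 5 BMP and TGF-beta genes, 2 mature T-cell markers and 8 of 20 double positive markers (Fisher's exact test adjusted p = 6.4e-05 for the last). Of 100 splits of the 10 lines, 21 gave as small a Fisher p for T-cell receptor genes, 34 for MAPK genes in either direction, 33 for early progenitor, 27 for BMP, 35 for mature T-cell and 64 for double positive genes, so that these p-values do not measure the groups. Over whole lists, 33 T-cell receptor genes were higher and 24 lower (camera adjusted p = 0.221), as were 35 and 31 MAPK genes (0.465), and with an estimated correlation both had an adjusted p of 0.772. None of either list passed limma's test over all genes or adjusted over the list alone. With a term for the lines without poly-A controls, the camera adjusted p was 0.0375 for T-cell receptor and 0.266 for MAPK genes, and with an estimated correlation in addition 0.271 and 0.426. Among the lines with poly-A controls it was 0.00930 and 0.0550, with an estimated correlation 0.165 and 0.242, and the enrichment of MAPK genes in the 1000 highest had an adjusted p of 7.19e-04. Without MOLT-4 the enrichment of T-cell receptor genes had an adjusted p of 0.0882.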

Gene-annotation enrichment analysis of the top 1000 differentially expressed genes highlighted various signalling pathways, including activation of MAPK- and TCR-pathways (KEGG, not shown). Of note, common downstream effects of these pathways mediate the regulation of apoptosis in T-cell development [34–36].

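On the 16384 most variable probe sets, the first principal component set HPB-ALL, CML-T1 and MOLT-16, the lines whose poly-A controls read at background, apart from the other 7 lines, with mean scores of 101 and −43.3 (exact permutation p = 0.00833, two-sided, the smallest that 120 choices give). The NKL-positive and NKL-negative lines had mean scores of −14.2 ± 49.1 and 14.2 ± 93.2 (SD, n = 5 each) on this component (exact permutation p = 0.627). The first 3 components held 23.3%, 15.3% and 12.1% of the variance. On the second the groups did not part (exact permutation p = 0.302). On the third, the NKL-positive lines lay between 3.51 and 104 and the NKL-negative lines between −71.5 and 0.855 (exact permutation p = 0.00794, the smallest that 5 lines against 5 allow, adjusted p = 0.0317 over 4 components). JURKAT, placed on this component, scored −13.6. Average linkage divided the 10 lines into HPB-ALL, CML-T1 and MOLT-16 on the one side and the other 7 on the other. Of all 11 lines, 9 had a line of their own group as the nearest, while SUP-T1 lay nearest to JURKAT and JURKAT nearest to MOLT-4. The NKL groups held 12.2% of the squared distances (exact permutation p = 0.238) and the presence of poly-A controls 22.5% (exact permutation p = 0.00833). Among the 7 lines with poly-A controls the NKL groups held 22.2% (exact permutation p = 0.0286, the smallest that 35 assignments give), and with JURKAT added 16.5% (exact permutation p = 0.161). With the mean of the lines with and of the lines without poly-A controls removed they held 14.3% (exact permutation p = 0.0571).

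**Figure D3:**
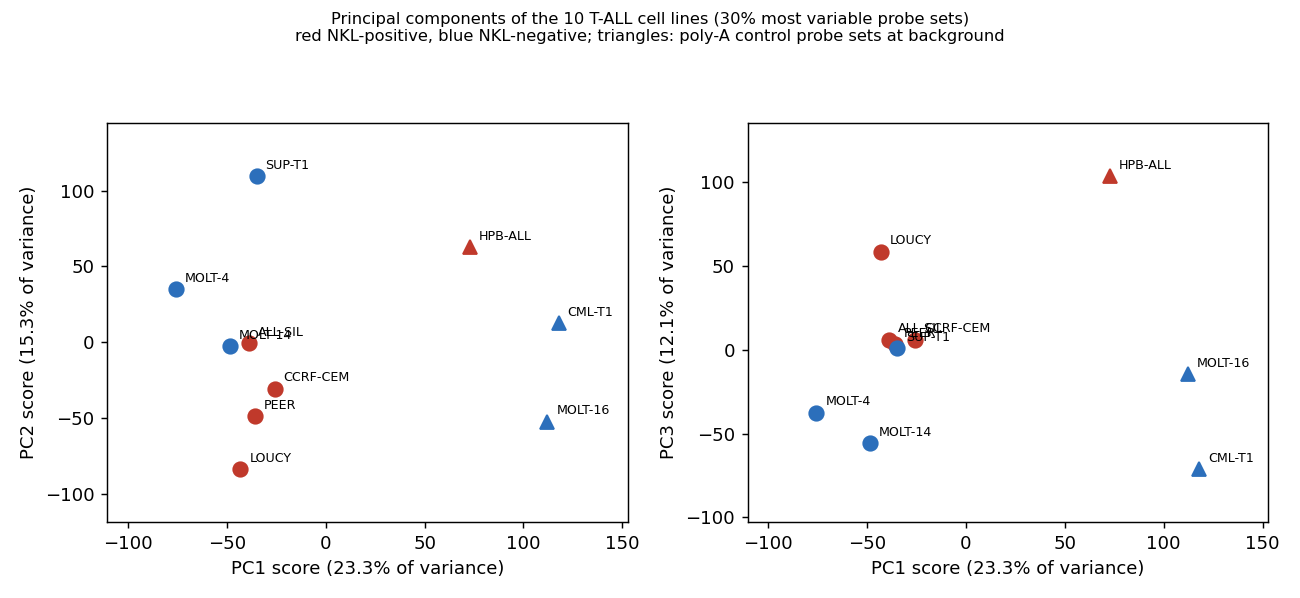
Scores of 10 T-ALL cell lines on the first and the second principal component (left) and on the first and the third (right), with NKL-positive lines in red, NKL-negative lines in blue and triangles for lines with poly-A control probe sets at background. The triangles, HPB-ALL, CML-T1 and MOLT-16, have a mean score of 101 on the first component.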

Principal component analysis and clustering of the patient and cell line data did not reflect the classification of the NKL-positive/negative groups (**S3 Fig**), demonstrating absence of any common gene signature for NKL homeobox gene expressing samples. Moreover, statistical analyses of genes differentially expressed between these groups in patients and cell lines revealed absence of common gene activities (with p<0.5), again showing no significant overlap within NKL-positive or NKL-negative sample groups (not shown). Thus, both data sets indicated absence of any NKL-specific gene signature but rather promotion of cell survival activity which might represent the consensual character of NKL-positive T-ALLs.

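Genes of the patient comparison with lower values in the NKL-positive lines were KIF3A, a kinesin motor, at −1.99 (SE 0.57), CERS6, a ceramide synthase, at −2.22 (SE 0.75), FBXO32, a ubiquitin ligase subunit of muscle wasting, at −2.05 (−1.34 without CML-T1) and TRIM59 at −2.15. ANXA5 was also among them, with 4.87 ± 2.31 (SD, n = 5) against 9.55 ± 0.36 (SD, n = 5). SLC2A4RG, a regulator of the glucose transporter gene SLC2A4, was higher by both of its listed probe sets, with differences of 2.14 (SE 0.53) and 1.71 (SE 0.38). These genes were picked after their values were seen, apart from ANXA5. Of the 250 probe sets of S2 Table, 249 are not controls, and 18 of them (7.23%) had an unadjusted p under 0.05 in the cell lines, against 2675 of all 54613 (4.90%, Fisher's exact test, two-sided, p = 0.103). Of the 18, 16 were lower and 2 higher in the NKL-positive lines. At p<0.5, the threshold that the paper's text prints and that may stand for p<0.05, 139 of the 249 (55.8%) passed in the cell lines, against 27764 of all 54613 (50.8%, Fisher's exact test, two-sided, p = 0.127). None passed limma's adjusted test, the smallest adjusted p being 0.440. Among the 1000 probe sets with the largest differences in the cell lines, 23 were patient probe sets, against 4.56 by their share of all probe sets (Fisher's exact test, p = 3.04e-10), while other splits of the 10 lines gave 9 to 32, so that this p does not measure the groups. With a term for the lines without poly-A controls, 25 patient probe sets had an unadjusted p under 0.05 (Fisher's exact test, p = 0.0266), and among the lines with poly-A controls 34 (Fisher's exact test, p = 6.19e-04). Neither count was put to other splits of the lines. For the 18 without this term, 34 of 100 splits gave as many and the highest gave 42. Whether the p-values of the later counts measure the groups was therefore not tested. S2 Table gives no direction, so that only the overlap was counted.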

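Of 27 measured genes that restrain apoptosis, 19 were higher and 8 lower in the NKL-positive lines (camera adjusted p = 0.146, adjusted p = 0.482 with an estimated correlation). FAIM, an inhibitor of FAS-mediated apoptosis, differed by 2.52 (SE 0.81, adjusted p = 0.952 from limma), and the survival kinase AKT1 by 0.56 (SE 0.24). MDM2, the ubiquitin ligase of p53, differed by −0.61 (SE 0.23), with 2 of 10 probe sets pointing the other way. FAIM, NFKB1, BCL2L2, BAG3 and BAG1 made 5 of 27 among the 1000 genes highest in the NKL-positive lines (18.5%, Fisher's exact test, one-sided, adjusted p = 0.0438), and 19 of 100 splits of the 10 lines gave as small a p. Of 34 genes that promote apoptosis, 18 were higher and 16 lower (camera adjusted p = 0.572) and 0 were among the 1000 highest. The TRAIL receptor TNFRSF10B differed by −2.08 (SE 1.31), with 1 of 4 probe sets pointing the other way, TNFRSF1A by 0.53 (0.30 without SUP-T1), the mitochondrial protease HTRA2 by 0.52 and the pore-forming BAK1 by 0.49. Of 27 genes of the FAS pathway, 19 were higher and 8 lower (camera adjusted p = 0.146, adjusted p = 0.482 with an estimated correlation), with RIPK2 at 1.39, LMNB2 at 0.89 and PARP1 at 0.69. No member of the 3 lists passed limma's test over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 restraining genes were higher and 1 lower, 1 FAS gene was higher, and of the promoting genes 0 were higher or lower. With a term for the lines without poly-A controls, the camera adjusted p was 0.0358 for restraining, 0.364 for promoting and 0.0237 for FAS genes, and with an estimated correlation in addition 0.158, 0.525 and 0.158. Among the lines with poly-A controls it was 0.0172, 0.0575 and 0.00572, and with an estimated correlation 0.165 for each. The enrichment of restraining genes was lost without ALL-SIL or LOUCY (adjusted p = 0.127 each), MOLT-4 (0.0548) or SUP-T1 (0.0949), and with all 11 lines (0.181). The paper concludes that there is no NKL-specific gene signature. It draws on components and clusters that did not reflect the groups and on the lack of genes common to patients and cell lines. It proposes that the promotion of cell survival is what NKL-positive T-ALLs share. For the patients, it reports an activated survival pathway and an inhibited FAS pathway by gene-annotation enrichment. Patient arrays were not used here, so that the lists above cover the cell lines only.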

## Discussion

Here, we performed NKL homeobox gene expression analyses in hematopoiesis, lymphopoiesis, T-cell development and T-cell leukemia. We detected four subclass members in HSPCs (HHEX, HLX1, NKX2-3, NKX3-1), three in CLPs (HHEX, HLX1, MSX1), four in BCPs (HHEX, HLX1, MSX1, NKX6-3), and five in DN early thymocytes (HHEX, HLX1, NKX3-1, TLX2, VENTX). No NKL homeobox gene expression was detected in late thymocytes or differentiated T-lymphocytes while at least MSX1 was expressed in differentiated NK-cells. Thus, these genes show stage-specific expression patterns which we propose to term hematopoietic “NKL-code”.

Homeobox genes control fundamental decisions during embryogenesis of the body axis, head and pharyngeal region, and hematopoietic system. Accordingly, homeobox gene codes have been described for these embryonal regions/tissues. The HOX-code was the first gene code recognized and describes the colinear expression pattern of clustered homeobox genes along the anterior-posterior axis in the head, the branchial region, and the vertebrae [21,37,38]. In addition, the branchial archs display the DLX-code mediating their dorso-ventral differentiation [22,23]. Within the pharyngeal region an NKX-code has been described, however, consisting of just three genes [39]. The hematopoietic system shows a specific expression pattern of the clustered homeobox genes which has been also termed HOX-code [40–42]. In particular, HOX members display specific expression patterns during T-cell differentiation, highlighting their developmental importance in lymphopoiesis [43]. Interestingly, deregulated HOX genes play key roles in T-ALL subsets [24,44], demonstrating a relationship between aberrant homeobox gene expression patterns and malignancy as shown here for the NKL subclass.

Transcripts of NKL homeobox genes HHEX, HLX1 and NKX2-3 but not of NKX3-1 have also been identified in embryonic HSPCs [45]. Of note, these data indicate a prominent role for NKX2-3 in early embryonic hematopoiesis. Furthermore, NKX2-3 is expressed during myelopoiesis and behaves as a tumor suppressor gene in acute myeloid leukemia subtypes [46]. In marginal zone B-cell lymphoma NKX2-3 is aberrantly activated and acts as an oncogene [47]. Our results indicate an oncogenic role of NKX2-3 in T-ALL as well.

We used NKL homeobox gene expressing T-cell lines as models and revealed a regulatory network which might also be paralleled in hematopoietic stem and lymphoid progenitor cells (**Fig 6**). Accordingly, MSX1 is regulated by NKX2-3, AUTS2 and BMP-signalling, forming a marker gene for the human CLP as shown previously in the mouse [48]. In intestinal microvascular endothelial cells NKX2-3 enhances BMP-signalling via activation of BMP4 and inhibition of SMAD7 [49]. We have shown recently that the BMP-pathway inhibits MSX1 expression in T-ALL which is activated via aberrant suppression of BMP-signalling [16]. Here, we have shown that NKX2-3 inhibits MSX1 transcription directly, activates BMP-receptor expression, and inhibits AUTS2 expression, together contributing to MSX1 downregulation. In colon cancer cell lines NKX2-3 regulates AUTS2 as well [50], suggesting a direct regulatory connection. AUTS2 interacts with and turns polycomb repressor complex (PRC) 1 into an activating complex which is involved in MSX1 deregulation [17,51]. Consistent with this idea, expression data of AUTS2 and its PRC1 binding partner PCGF5 show elevated and reduced levels, respectively, in both CLPs and BCPs, corresponding to enhanced MSX1 transcript levels in these hematopoietic entities (**S1 Fig**). Furthermore, HHEX activated, while HLX1 and NKX3-1 repressed AUTS2 expression, displaying a regulatory network.

**Fig 6:**
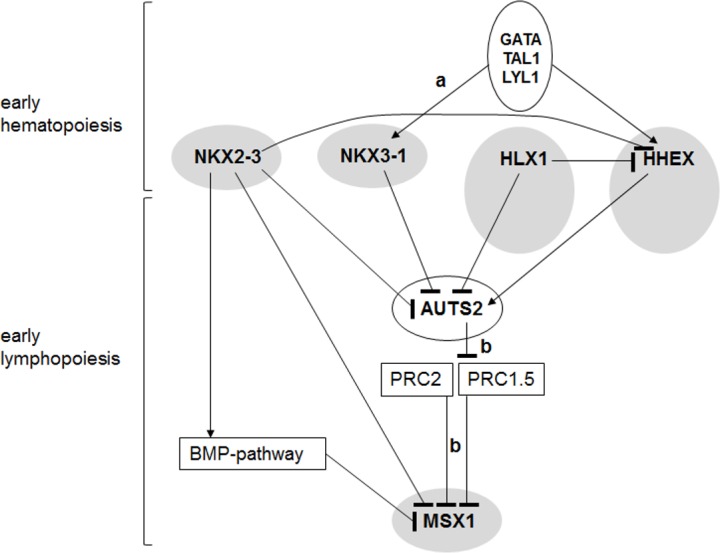
Gene regulatory network of hematopoietic NKL homeobox genes expressed in HSPCs and CLP. This figure summarizes the results obtained in this study in addition to published data: a [14,15], b [17]. NKL homeobox genes are highlighted with grey ovals indicating their expression in early hematopoiesis (NKX2-3, NKX3-1, HLX1, HHEX) and early lymphopoiesis (HLX1, HHEX, MSX1). Gene regulatory connections are given by arrows (activating) and blunt arrows (suppressing).

The expression of NKL homeobox gene HHEX is important for normal hematopoiesis [52]. The activity of HHEX is downregulated in T-cell differentiation while its overexpression mediates T-cell malignancy [53,54]. Overexpression of MSX1 has been described in T-ALL subsets as well [16]. Thus, both genes represent paradigms for aberrant activity of hematopoietic NKL homeobox genes. Our data indicate that aberrant chromosomal rearrangements mediate exclusively ectopic NKL homeobox gene expression in T-ALL. This observation might suggest that non-hematopoietic genes require T-cell specific enhancers for their activity in these cells which is realized by juxtaposition to TCR loci or BCL11B. However, in marginal-zone B-cell lymphoma NKX2-3 expression is aberrantly activated via chromosomal juxtaposition to the B-cell receptor gene, and in diffuse large B-cell lymphoma activation of NKX2-1 is mediated by chromatin alterations but not via direct chromosomal rearrangement [47,55]. These cases oppose the situation in T-ALL, suggesting lineage-dependent differences in gene regulation during B- and T-cell development.

Furthermore, the expression levels of NKL homeo-oncogenes might themselves be of significance. High HHEX mediates suppression of hematopoietic differentiation, while low levels mediate development of T-cell malignancies [54]. This interrelation has been described for aberrantly expressed NKX2-5 and NKX3-1 as well [15,55]. Moreover, the presence of an NKL-code in lymphoid progenitors and the absence of NKL homeobox gene activity in mature T-cells support the sensitivity of these progenitor cell types for transformation by this gene class. However, deregulated NKL homeobox genes have been described in B-cell malignancies as well [47,55]. But this oncogene class seems to be much less prevalent in those types of lymphoid tumours.

Our data indicated absence of common target genes of NKL homeodomain proteins in T-ALL, although several target genes have been described for TLX1, TLX3 and NKX2-5 in this malignancy [56–59]. However, these results may reflect differences in DNA-binding site specificities as shown for MSX1, NKX3-1 and NKX2-1 [60]. Furthermore, NKL homeodomain proteins share a conserved segment in their N-terminal regions. This EH1 domain mediates protein-interactions with TLE/groucho corepressors, and might be profoundly important for their leukemic impact masking differences in DNA-binding specificity [61–63]. The basic role of NKL homeobox genes and their TLE corepressors has been highlighted in the embryonal development of the ventral neural tube [64], suggesting that repression of alternative differentiation programs represents a general function of these genes.

## Supporting information

S1 Fig Expression levels of selected genes in hematopoietic cell types (GSE69239). (TIF) Click here for additional data file.

S2 Fig **(A) NKL homeobox gene expression levels in 117 T-ALL patients (GSE26713).** Bars indicate expression levels of the indicated genes. The selected genes show aberrantly elevated levels in subsets of the patients. The first seven samples correspond to bone marrow controls of healthy donors. The selected genes include DLX genes. (**B) NKL homeobox gene expression levels in 117 T-ALL patients (GSE26713).** Bars indicate expression levels of the indicated genes. The selected genes show aberrantly elevated levels in subsets of the patients. The first seven samples correspond to bone marrow controls of healthy donors. The selected genes include NKX genes. (**C) NKL homeobox gene expression levels in 117 T-ALL patients (GSE26713).** Bars indicate expression levels of the indicated genes. The selected genes show aberrantly elevated levels in subsets of the patients. The first seven samples correspond to bone marrow controls of healthy donors. The selected genes include TLX genes.
(TIF) Click here for additional data file.

S3 Fig Principal component analysis and cluster analysis of T-ALL (A) patients and (B) cell lines. Of note, the patient data were obtained from GS26713 and include seven bone marrow samples from healthy donors which were named here controls.
(TIF) Click here for additional data file.

S1 Table GEO2R analysis of NKX2-3 positive/negative T-ALLs patients (GSE26713). NKX2-3 positive samples: GSM657744, GSM657745. NKX2-3 negative controls: GSM657733, GSM657734, GSM657735, GSM657736, GSM657737, GSM657738, GSM657739, GSM657740, GSM657741, GSM657742.
(XLSX) Click here for additional data file.

S2 Table GEO2R analysis of NKL-positive/negative T-ALL patients (GSE26713). NKL positive samples: GSM657722, GSM657723, GSM657726, GSM657727, GSM657729, GSM657731, GSM657732, GSM657733, GSM657734, GSM657735, GSM657736, GSM657737, GSM657738, GSM657739, GSM657740, GSM657741, GSM657742, GSM657743, GSM657744, GSM657745, GSM657746, GSM657747, GSM657749, GSM657750, GSM657753, GSM657754, GSM657755, GSM657756, GSM657757, GSM657758, GSM657759, GSM657760, GSM657761, GSM657762, GSM657765, GSM657766, GSM657767, GSM657768, GSM657769, GSM657770, GSM657771, GSM657773, GSM657775, GSM657776, GSM657777, GSM657778, GSM657779, GSM657780, GSM657781, GSM657782, GSM657783, GSM657784, GSM657785, GSM657786, GSM657787, GSM657788, GSM657789, GSM657793, GSM657794, GSM657795, GSM657796, GSM657797, GSM657798, GSM657799, GSM657801, GSM657802, GSM657804, GSM657805, GSM657806, GSM657807, GSM657808, GSM657809, GSM657810, GSM657814, GSM657815, GSM657816, GSM657817, GSM657821, GSM657822, GSM657823, GSM657824, GSM657825, GSM657826, GSM657827, GSM657828, GSM657829, GSM657830, GSM657831, GSM657833, GSM657834, GSM657835, GSM657836, GSM657837. NKL negative samples: GSM657721, GSM657724, GSM657725, GSM657728, GSM657730, GSM657748, GSM657751, GSM657752, GSM657763, GSM657764, GSM657772, GSM657774, GSM657790, GSM657791, GSM657792, GSM657800, GSM657803, GSM657811, GSM657812, GSM657813, GSM657818, GSM657819, GSM657820, GSM657832.
(XLSX) Click here for additional data file.

S3 Table Differential gene expression analysis of NKL-positive (ALL-SIL, CCRF-CEM, HPB-ALL, LOUCY, PEER) and negative T-ALL cell lines (CML-T1, MOLT-4, MOLT-14, MOLT-16, SUP-T1) (GSE87334). (XLSX) Click here for additional data file.

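S3 Table lists probe sets with 1 value for each of the 10 lines and the mean of the NKL-positive minus the mean of the NKL-negative lines, in falling order. It was used in part, so that its entries are selected for a large difference. In the 1998 entries used here, the listed difference matched the one from the table's own columns in 1998 (tolerance 0.001). Among the genes that open the table, GPD2, a mitochondrial glycerol phosphate dehydrogenase, had a difference of 3.50 (SE 1.00) in the deposited values, MDFIC, an inhibitor of MyoD family factors listed as HIC, 3.60 (SE 1.57), and PABPC4L, a poly(A)-binding protein, 4.16 (SE 1.02). MME, the surface peptidase CD10, had 2.88 (SE 1.18), MSRB3, a methionine sulfoxide reductase, 2.67 (SE 1.56, and 1.66 without LOUCY) and CPXM1 2.61 (SE 0.92). These genes were chosen from the table after its values were seen. In the NKL-negative lines GPD2 lay at 2.60 to 3.31, below the lower quartile of the arrays. PABPC4L lay at 3.62 in CML-T1 and at 2.84 to 3.14 in the other NKL-negative lines. LOUCY was as low, with 2.65 for GPD2 and 2.78 for PABPC4L. Both differences are thus taken against background, and with a floor at the 25th percentile they were 2.98 and 3.83. In the deposited values, 1781 of the 1998 probe sets were higher and 217 lower in the NKL-positive lines, and 434 had an unadjusted p under 0.05 from limma.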

How the deposited data were processed for this re-analysis (not part of the article)

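Gene expression was measured in 11 established T-ALL cell lines with 1 HG U133 Plus 2.0 array each, 6 NKL-positive and 5 NKL-negative by the groups of the paper. The authors hybridized labelled RNA of each line and processed the array images by RMA, with background correction, quantile normalization and a summary per probe set on the log2 scale. The deposited log2 values carry 2 decimals and were used without further scaling. Their medians per array run from 4.63 to 4.76, and the number of arrays limits the precision. Arrays of HSPCs, of patients and of the other experiments were not used here.

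The 62 control probe sets were left out of all tests. Gene symbols came from the array annotation, in which 41091 probe sets carry 1 symbol, 1801 carry several and 11721 carry none. Of the probe sets with 1 symbol, 41037 matched a symbol of the RefSeq table and 0 were updated. A gene was read from its probe set with the highest mean over the 11 lines, and a probe set of a named gene that pointed the other way is stated. Of the 37 NKL homeobox genes of Fig 1A, 36 were examined, and the other one is not reported here.

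The comparison took the 10 lines of the legend of S3 Table, 5 NKL-positive and 5 NKL-negative, and left JURKAT out, as that legend does. Linear models were fitted with limma 3.58.1 in R 4.3.3 with empirical Bayes moderation, without covariates and without a filter, and p-values were adjusted by Benjamini-Hochberg over the 54613 probe sets at a threshold of 0.05. The ACTB and ribosomal RNA control probe sets were compared by an exact permutation test over all assignments of 5 lines to a group, two-sided. No paired analysis was possible because each line occurs in 1 group.

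The 21 gene lists held 463 different measured genes and covered T-cell receptor signalling, MAPK signalling, genes promoting apoptosis, genes restraining apoptosis, the FAS pathway, markers of early progenitors, of double positive thymocytes, of mature T-cells, of B-cells, of myeloid, NK-cell and erythroid and megakaryocyte cells, NOTCH targets, BMP and TGF-beta signalling, polycomb and NKL cofactors, T-ALL oncogenes outside the NKL subclass, MHC class II and antigen presentation, the cell cycle, CDKN2 and p53 genes, ribosomal proteins and stress and heat shock. They stand in for the KEGG sets of DAVID, which were not used here. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists, and by Fisher's exact test, one-sided, for its share of the 1000 genes with the largest mean difference in favour of the NKL-positive lines against all 19775 genes. With the preset correlation 1 list was called and with an estimated correlation 0, the smallest adjusted p being 0.482. Some genes occur in several lists. The estimated correlation was also combined with each alternative tested with camera, which was chosen after the preset results were seen. The intensity trend and array weights were not tested with camera.

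The named genes were the NKL homeobox genes of Fig 1A and other genes named in the paper, the called genes, the 8 genes with the largest mean difference in each direction among genes whose groups do not overlap, the 4 members of each list with the smallest p, and the 10 genes with a symbol that open S3 Table, whose values were seen in that table. Genes on the Y chromosome and XIST were never named. This rule, the lists, the groups, the tests and the alternatives except those by poly-A controls, the estimated correlation combined with others, the test of the 1000 lowest genes and the splits of the lines for 6 of the lists were set before the data were examined.

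Principal components and average linkage with Euclidean distance used the 30% most variable probe sets, as in the paper's methods. The share of squared distances between groups was tested by exact permutation. The probe sets of S2 Table were counted at an unadjusted p under 0.05 and tested by Fisher's exact test, two-sided. In the nearest-centroid test each of the 10 lines was left out in turn, and 100 genes were chosen from the remaining lines.

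Alternatives were all 11 lines, the comparison without CML-T1 and MOLT-16, whose numbers in S3 Table have another format, each line left out, median centring, quantile normalization, only the probe sets above the median of mean values, a floor at the 25th percentile, an intensity trend, array weights, the mean over probe sets of a gene, 500 or 2000 top genes, ranking by the moderated statistic, and 10% or 100% of probe sets for the principal components. Alternatives chosen after the control probe sets were seen were a term for the 3 lines without poly-A controls, the lines with poly-A controls alone (4 NKL-positive, 3 NKL-negative), and the latter with JURKAT.

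The procedure was tested on simulated data with the same 54613 probe sets and 5 lines per group, in which 200 probe sets were changed. At a log2 change of 2, 107 of them (53.5%) were called with 7 false calls, and at a log2 change of 4, 180 (90%) with 19 false calls. When the T-cell receptor list was shifted by 1 log2 unit, camera called it and 3 other lists. Whether these counts carry over to the measured lines was not tested.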

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

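The tests of a program shared by the NKL-positive lines at the 5 called probe sets, of a mislabelled JURKAT array, of the poly-A term at these probe sets and of RNA degradation, and the values by poly-A control, were chosen only after the result was seen.

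Lines were compared with the other lines of their group by Dixon's test on 58 groups of values, of which 16 stood apart, while chance gives about 1 in 20 or 2.9 for groups not chosen by their values, as several of these genes were. In JURKAT, NETO2 was at 10.40 (2.96 to 3.77 in the other NKL-positive lines), LRATD2 at 9.45 (2.88 to 4.31), CHN1 at 9.05 (4.63 to 4.86), TTC14 at 6.73 (2.57 to 3.48) and CBS at 7.84 (3.25 to 4.64). RNF135 was at 3.25 in JURKAT (8.68 to 10.04 in the others), SERPINB1 at 3.60 (8.33 to 9.53) and LOC401261 at 5.15 (6.40 to 7.13). These 8 genes were chosen by their differences in the comparison without JURKAT. Among the NKL homeobox genes, NKX2-2 stood apart in JURKAT with 5.99 (2.96 to 3.20) and in SUP-T1 with 4.54 (2.68 to 3.15), DLX4 in LOUCY with 6.69 (3.40 to 3.71), EN1 in SUP-T1 with 7.08 (3.25 to 3.40), TLX1 in ALL-SIL with 9.30 (3.11 to 5.14) and TLX3 in HPB-ALL with 7.92 (3.20 to 3.89). The poly-A control probe sets averaged 3.07 in HPB-ALL against 7.88 to 9.59 in the other NKL-positive lines. The difference between the 3' and 5' control probe sets of GAPDH was 0.72 in MOLT-4 against 0.02 to 0.20 in the other NKL-negative lines.

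In lines that Fig 1A does not show, NKL homeobox genes stood out as well, namely NKX2-5 with 10.10, HHEX with 9.92 and HMX2 with 5.56 in PEER, HHEX with 6.65 and NKX2-1 with 6.77 in MOLT-14, DLX2 with 6.39 and EN1 with 7.08 in SUP-T1, and DLX2 with 7.57 in CML-T1.

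The 5 probe sets lower in the NKL-positive lines and the third principal component part the same 5 lines from the NKL-negative ones. Of 100 splits drawn from 126, the real one among them, 2 reached the 5 calls of the real split. The other of these (ALL-SIL, HPB-ALL, LOUCY, MOLT-4 and SUP-T1) called 7. This share is under 0.05 and argues against chance for the 5 probe sets, without adjustment over the statistics put to the splits. With all 11 lines 0 are called. Whether a program is shared by all NKL-positive lines stays open, since JURKAT, which lay nearer the NKL-positive mean at 27 of the 100 genes with the smallest p and at 76 of the 179 genes without overlap, and scored −13.6 on the third component, nearer the NKL-negative mean of −35.6 than the NKL-positive mean of 35.6, is a single array without a spread. A mislabelled JURKAT array stays open too, since the genes of Fig 1A's JURKAT column that stand out in it, 3 of 5 (HMX2, MSX1 and NKX2-2) and with every probe set considered also DLX1 and NKX2-1, cannot tell when the figure rests on the same arrays. A labelling batch marked by the poly-A controls is argued against by the differences with that term, −5.70 (SE 0.27) and −5.52 (SE 0.38) for NETO2, −3.28 (SE 0.17) for TTC14, −3.46 (SE 0.38) for CHN1 and −4.48 (SE 0.53) for LRATD2, a shift of at most 0.443 standard errors, while CHN1 and LRATD2 lost their calls by the adjusted p. A feature shared by the other 5 NKL-positive lines and not by JURKAT may remain, as a hypothesis that was not tested.

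The first principal component sets HPB-ALL, CML-T1 and MOLT-16 apart, the 3 lines whose poly-A controls read at background. A stage difference of these lines is argued against by 58 genes of the T-cell stage lists, on which the 3 lines ranked 54 of 120 choices of 3 lines (9.61% of squared distances, exact permutation p = 0.450). A separate labelling batch is a candidate explanation, since on 107 olfactory receptor probe sets, which T-cells are not known to use, the 3 lines ranked 1 of 120 (25.3%, exact permutation p = 0.00833, the smallest that 120 choices give), with 52 of the 107 lower in them. RNA degradation stays open, with values for it in ACTB, whose 3' minus 5' differences of 0.94 to 1.02 in the 3 lines were reached by 1 other line, and against it in GAPDH, with −0.20 to 0.15 in the 3 lines and 0.02 to 0.72 in the other 7 (exact permutation p = 0.283), and in MOLT-4, which had the largest of both, 1.17 and 0.72, and a score of −75.6 on this component. These 3 lines are 1 NKL-positive and 2 NKL-negative.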

How the results depend on the processing

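The alternatives by poly-A controls were chosen only after the control probe sets were seen, the estimated correlation in combination with other alternatives after the lists they call were seen, and the one with JURKAT added to these lines after the separation of the groups was seen.

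Of 413 alternatives for 18 named genes, 372 kept the direction and the side of the threshold, 35 lost the call, 6 gained one and 0 reversed. In the camera tests, 27 directions of a list changed while both values missed the threshold, and these were not counted as reversals. Another 54 changes concern the other lists. Median centring, quantile normalization and array weights kept the count of 5 called probe sets, with all 5 shared. The probe sets above the median of mean values and an intensity trend gave 7 each. The cause of these and the following changes was not tested. No paired analysis was possible because each line occurs in 1 group. Values near background limit what can be ordered.

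With all 11 lines, 0 probe sets were called (2553 at an unadjusted p under 0.05 from limma), 3 lists were enriched in place of 5, and restraining genes had an adjusted p of 0.181. With a poly-A term in addition, 0 were called (3324 unadjusted), 3 lists passed camera in place of 1, FAS had 0.0393 and the patient overlap was 23 in place of 18. Without CML-T1 and MOLT-16, 10 probe sets were called (4 shared), camera called 9 lists (T-cell receptor, restraining and FAS 0.00421 each, MAPK 0.0203, NOTCH reversed to lower at 0.00820, cell cycle lost at 0.263), 8 lists were enriched (MAPK 4.62e-04) and the overlap was 28. With the poly-A term, 3 probe sets (all shared) and at the preset correlation 6 lists were called (T-cell receptor 0.0375, restraining 0.0358, FAS 0.0237), 0 with an estimated one (0.271, 0.158 and 0.158), and the overlap was 25. In the lines with poly-A controls, 3 probe sets (2 shared) and 8 lists were called (T-cell receptor 0.00930, restraining 0.0172, FAS 0.00572, NOTCH reversed to lower at 0.00572, cell cycle lost at 0.441), 8 lists were enriched (MAPK 7.19e-04), the overlap was 34, and the groups held 22.2% of squared distances in place of 12.2%. With JURKAT added to these, 1 probe set (0 shared) and 7 lists were called (T-cell receptor, MAPK and FAS 0.0135 each, NOTCH reversed to lower at 2.16e-04, cell cycle lost at 0.385), 8 lists were enriched (MAPK 7.19e-04), and the overlap was 29.

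A floor at the 25th percentile left 3 called probe sets. An estimated correlation left 0 lists (cell cycle 0.614). It also left 0 in combination with each alternative tested with camera, which the intensity trend and array weights were not. The smallest adjusted p of these combinations was 0.0828 without CML-T1 and MOLT-16. The mean over a gene's probe sets gave 4 lists (restraining 0.0223, FAS 0.0499). Above the median of mean values 2 lists were enriched (T-cell receptor 0.0668, restraining 0.160), and by the moderated statistic 3 (cell cycle 0.00636). With 500 top genes MAPK had 0.0269 and restraining 0.0899, and with 2000 MAPK had 0.0145 and cell cycle 0.0347. By the 1000 largest differences the overlap was 23. A gap of 1 log2 unit gave 31 NKL gene and line pairs in place of 16, and the 75th percentile 10.

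With each line left out in turn, 3 (HPB-ALL, PEER or CML-T1) to 13 (LOUCY) probe sets were called, with 9 without MOLT-14. Camera called 1 to 7 lists (2 without HPB-ALL, 4 without CML-T1, 7 without MOLT-16), with T-cell receptor at 0.0185 (MOLT-16) to 0.838, restraining at 0.0185 (MOLT-16, and 0.0255 without CML-T1) to 0.555 and FAS at 0.0142 (CML-T1, and 0.0307 without MOLT-16) to 0.375. Enriched lists numbered 2 (MOLT-4) to 9 (PEER, MOLT-14), with 8 without CCRF-CEM or MOLT-16. Enrichment had 0.00362 to 0.0882 (MOLT-4) for T-cell receptor, 0.00820 (CML-T1) to 0.127 for MAPK, past the threshold also without CCRF-CEM, HPB-ALL, PEER, MOLT-14 or MOLT-16, and 0.00820 to 0.127 for restraining genes, lost without ALL-SIL, LOUCY, MOLT-4 or SUP-T1. The overlap was 13 (LOUCY) to 27 (HPB-ALL), past Fisher's exact test also without ALL-SIL (22), CCRF-CEM (21), MOLT-14 (22), MOLT-16 (24) or SUP-T1 (22). The overlaps of these alternatives were not put to other splits of the lines.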

Differences from the paper's values

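The values by poly-A control, the test of the 1000 lowest genes, the splits for MAPK and restraining genes and the estimated correlation in combination with other alternatives were chosen only after the result was seen. For CPXM1, listed as CPXM, the paper's mean difference in S3 Table is 4.69, and the deposited values give 2.61 (SE 0.92). Of the alternatives set before the data were examined, the value differed from the paper's by less than the SD between lines in the deposited values without MOLT-14 (3.31) and without CML-T1 (3.11), and not in the others (2.21 to 2.74). The 10 other genes compared, HHEX among them, had the same sign and differed from the paper's by less than that SD. The differences of GPD2 and PABPC4L are taken against background. With a floor at the 25th percentile, GPD2 had 2.98 against 5.24 in the paper, further apart than that SD, and PABPC4L had 3.83 against 4.51, which was not.

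The paper names activation of the MAPK pathway among its top 1000 genes. Here 7 of 66 MAPK genes were among the 1000 highest (Fisher's exact test adjusted p = 0.127) and 10 among the 1000 lowest (adjusted p = 0.0117), while for T-cell receptor signalling, which the paper also names, the enrichment had an adjusted p of 0.00362. Of 100 splits of the 10 lines, 21 gave as small a p for T-cell receptor genes and 34 for MAPK genes in either direction, so that neither p measures the groups. The paper used DAVID with KEGG sets, which were not used here. MAPK enrichment passed the threshold with 500 (0.0269) and 2000 genes (0.0145), without CML-T1 and MOLT-16 (4.62e-04), and without CCRF-CEM, HPB-ALL, PEER, CML-T1, MOLT-14 or MOLT-16 alone. It also did in the lines with poly-A controls, alone or with JURKAT (7.19e-04 each), which were chosen after seeing the values and in which T-cell receptor signalling passed as well. Camera passed for MAPK without CML-T1 and MOLT-16 (0.0203) and in the lines with poly-A controls and JURKAT (0.0135), in both only at the preset correlation (0.148 and 0.171 with an estimated one).

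The paper describes the components and clusters as not following the NKL groups. The first component and the clusters likewise did not (exact permutation p = 0.627 on the first). The third, with 12.1% of the variance, parted the groups (exact permutation p = 0.00794, adjusted p = 0.0317 over 4 components). On it PEER at 3.51 and SUP-T1 at 0.855 lay close, and JURKAT, outside the comparison, scored −13.6, nearer the NKL-negative mean. Among the lines with poly-A controls, the groups held more of the distances than any other choice (22.2%, exact permutation p = 0.0286). With all 11 lines the share was 9.94% (exact permutation p = 0.418), and with JURKAT added to the lines with poly-A controls 16.5% (exact permutation p = 0.161). The paper reports no gene signature of NKL-positive lines, while 5 probe sets were called here, and 0 with all 11 lines (2553 at an unadjusted p under 0.05 from limma).

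The paper reports no genes in common between patients and cell lines. At p<0.5, the threshold its text prints and that may stand for p<0.05, 139 of the 249 patient probe sets (55.8%) passed in the cell lines, against 50.8% of all probe sets (Fisher's exact test p = 0.127), and 18 of 249 had an unadjusted p under 0.05 (Fisher's exact test p = 0.103). Among the 1000 probe sets with the largest differences 23 were patient probe sets, against 4.56 by their share of all probe sets (Fisher's exact test p = 3.04e-10), and other splits of the 10 lines gave 9 to 32, so that this p does not measure the groups.

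The paper treats CML-T1, MOLT-4, MOLT-14, MOLT-16 and SUP-T1 as NKL-negative. Of the NKL homeobox genes, EN1 stood out in SUP-T1 (7.08) and HHEX in MOLT-14 (6.65, by 1 of its 2 probe sets). By the probe set with the highest mean, none did in CML-T1, MOLT-4 or MOLT-16. By another probe set, DLX2 stood out in CML-T1 (7.57) and SUP-T1 (6.39) and NKX2-1 in MOLT-14 (6.77), and none in MOLT-4 or MOLT-16. The paper names promotion of cell survival, and for its patients an activated survival pathway and an inhibited FAS pathway. Only cell lines were tested here, in which 19 of 27 FAS genes were higher and 8 lower (camera adjusted p = 0.146). With the poly-A term the FAS list was higher at a camera adjusted p of 0.0237 (0.158 with an estimated correlation). Genes restraining apoptosis were enriched among the 1000 highest (adjusted p = 0.0438, with as small a p in 19 of 100 splits of the 10 lines), and as a list they did not pass camera (adjusted p = 0.146), which they did with the poly-A term (0.0358), in the lines with poly-A controls (0.0172), without CML-T1 and MOLT-16 (0.00421) and by the mean over probe sets (0.0223). With an estimated correlation none of these 4 passed (0.158, 0.165, 0.0828 and 0.512), and the enrichment was lost without ALL-SIL, LOUCY, MOLT-4 or SUP-T1 and with all 11 lines (adjusted p = 0.181).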

Other observations

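The test of the CML-T1 and MOLT-16 columns of S3 Table, the 1000 lowest genes, the splits for the early progenitor, mature T-cell, double positive, restraining, MAPK and polycomb lists and the values by poly-A control were chosen only after the result was seen.

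Markers of other lineages were measured as well. Of 13 B-cell markers, 9 were higher and 4 lower in the NKL-positive lines (camera adjusted p = 0.465), and CD79B, a B-cell receptor subunit, at 2.19 (SE 0.59) was the 1 member past the test adjusted over the list alone, although 2 of its 3 probe sets pointed the other way. CD72, a B-cell co-receptor, differed by 1.33 (0.68 without HPB-ALL). Of 14 NK-cell markers, 3 were higher and 11 lower (camera adjusted p = 0.605), with the activating receptor NCR3 at 1.88 (SE 0.50), the 1 member past the test adjusted over the list alone, and the transcription factor EOMES at −0.89 (−0.40 without PEER). Of 19 myeloid markers, 7 were higher and 12 lower (camera adjusted p = 0.760), with CEBPD at −1.02 (−0.39 without CML-T1) and CD14 at 0.51. Of 12 erythroid and megakaryocyte markers, 9 were higher and 3 lower (camera adjusted p = 0.221), with the transferrin receptor TFRC at 0.61, and this list was lower in the lines without poly-A controls (adjusted p = 0.0253). Of 19 genes of MHC class II and antigen presentation, 12 were higher and 7 lower (camera adjusted p = 0.465), with HLA-B at 1.79, HLA-C at 1.12 and HLA-DRB1 at −0.65. In the myeloid, erythroid and MHC lists 0 passed adjusted over the list alone, and in none of these 5 lists did a member pass limma's test over all genes.

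Among genes of growth control and chromatin, CDKN2A, an inhibitor of cyclin-dependent kinases, differed by 2.55 (SE 1.21, and 1.70 without HPB-ALL) and RB1, its downstream partner, by −1.53 (−0.07 without ALL-SIL), with 1 of 2 probe sets of RB1 pointing the other way, and of 7 CDKN2 and p53 genes 4 were higher and 3 lower (camera adjusted p = 0.903). Of 24 polycomb genes and NKL cofactors, 9 were higher and 15 lower (camera adjusted p = 0.669), with the corepressor TLE4 at −1.78 (−0.93 without ALL-SIL, −1.15 without HPB-ALL), PCGF3 at −0.81 (−0.47 without PEER), PHF19 at 1.01 and EED at 0.52 with 1 of 2 probe sets of EED pointing the other way, and 6 of the 24 were among the 1000 lowest genes (Fisher's exact test adjusted p = 0.0106). Of 20 T-ALL oncogenes outside the NKL subclass, 12 were higher and 8 lower (camera adjusted p = 0.465), with LMO3 at 0.70, 2 of whose 4 probe sets pointed the other way, and MEIS1 at −0.94 (−0.53 without CML-T1). Ribosomal protein genes were lower in 20 of 25 (camera adjusted p = 0.150), with RPL3 at −0.37 and RPL14 at −0.28 (−0.19 without LOUCY). Of 18 stress and heat shock genes, 9 were higher and 9 lower (camera adjusted p = 0.835), with the asparagine synthetase ASNS at −1.91 and the co-chaperone BAG3 at 1.03 (0.58 without SUP-T1). In these 5 lists 0 members passed limma's test over all genes or adjusted over the list alone.

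When each of the 10 lines was assigned to the nearer group mean of the others, 9 fell into their own group, with MOLT-16 as the exception, and 5 of 7 did among the lines with poly-A controls. JURKAT was assigned to the NKL-negative lines. Of 100 splits, the real one among them, 2 placed 9 lines in their own group. The other of these was ALL-SIL, HPB-ALL, MOLT-4, MOLT-14 and SUP-T1 against the rest. This share argues against chance for the 9, without adjustment over the statistics put to the splits. For the polycomb genes and NKL cofactors among the 1000 lowest, the Fisher's exact test p was 0.00101. It is also the smallest of the other splits, and 3 of 100 reached it. Chance is not excluded for this list, which was put to the splits after its count was seen and without adjustment over the lists. It could not be excluded for the 2675 probe sets at an unadjusted p under 0.05 (highest other 7486, 23 of 100), where the splits that put HPB-ALL, CML-T1 and MOLT-16 together call the most, which points to a structure of the samples (with the poly-A term 3507). Nor could it be for the cell cycle list (camera p = 6.77e-07, smallest other 1.26e-12, 15 of 100), the T-cell receptor enrichment (Fisher's exact test p = 5.17e-04, smallest other 2.24e-05, 21 of 100), the BMP and TGF-beta enrichment (1.14e-05, smallest other 7.02e-10, 27 of 100), the early progenitor (4.69e-06, smallest other 5.05e-11, 33 of 100), mature T-cell (0.00122, smallest other 6.72e-07, 35 of 100), double positive (3.04e-06, smallest other 8.01e-20, 64 of 100), restraining (0.0104, smallest other 3.90e-05, 19 of 100) and MAPK genes (0.00167, smallest other 1.03e-04, 34 of 100), each in the 1000 genes at either end, the patient overlap (18, highest other 42, 34 of 100) or the 23 patient probe sets among the 1000 largest differences (highest other 32, 6 of 100).

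The mean differences of S3 Table exceed those of the deposited values, with medians of 1.85 and 0.704 over 1998 probe sets. The table was used in part and is sorted by its own difference, so that these probe sets are selected for a large one, which by itself raises the excess. Across these probe sets, which are not independent, the values of S3 Table correlated with the deposited ones at 0.583 in CML-T1, 0.804 in MOLT-16 and 0.833 to 0.951 in the other lines. Other processing of CML-T1 and MOLT-16 in S3 Table is a candidate explanation, since their deposited values lay 9.56 and 9.11 above those of the table, against 6.88 to 7.12 in the other 8 lines, 3 of them NKL-negative and selected in the same way, and without both lines the median excess went from 1.20 to 0.249. No biological explanation was tested, because both tables come from the same lines.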
